# The Hippo pathway component *Wwc2* is a key regulator of embryonic development and angiogenesis in mice

**DOI:** 10.1038/s41419-021-03409-0

**Published:** 2021-01-22

**Authors:** Anke Hermann, Guangming Wu, Pavel I. Nedvetsky, Viktoria C. Brücher, Charlotte Egbring, Jakob Bonse, Verena Höffken, Dirk Oliver Wennmann, Matthias Marks, Michael P. Krahn, Hans Schöler, Peter Heiduschka, Hermann Pavenstädt, Joachim Kremerskothen

**Keywords:** Embryogenesis, Cells

## Abstract

The WW-and-C2-domain-containing (WWC) protein family is involved in the regulation of cell differentiation, cell proliferation, and organ growth control. As upstream components of the Hippo signaling pathway, WWC proteins activate the Large tumor suppressor (LATS) kinase that in turn phosphorylates Yes-associated protein (YAP) and its paralog Transcriptional coactivator-with-PDZ-binding motif (TAZ) preventing their nuclear import and transcriptional activity. Inhibition of WWC expression leads to downregulation of the Hippo pathway, increased expression of YAP/TAZ target genes and enhanced organ growth. In mice, a ubiquitous Wwc1 knockout (KO) induces a mild neurological phenotype with no impact on embryogenesis or organ growth. In contrast, we could show here that ubiquitous deletion of Wwc2 in mice leads to early embryonic lethality. Wwc2 KO embryos display growth retardation, a disturbed placenta development, impaired vascularization, and finally embryonic death. A whole-transcriptome analysis of embryos lacking Wwc2 revealed a massive deregulation of gene expression with impact on cell fate determination, cell metabolism, and angiogenesis. Consequently, a perinatal, endothelial-specific Wwc2 KO in mice led to disturbed vessel formation and vascular hypersprouting in the retina. In summary, our data elucidate a novel role for Wwc2 as a key regulator in early embryonic development and sprouting angiogenesis in mice.

## Introduction

Mammalian embryogenesis is a highly regulated process that includes specification of cell fate, targeted cell migration, and controlled cell proliferation. Altered expression or mutations of crucial genes can lead to a disturbed cell differentiation, deregulated organ development, impaired angiogenesis, and finally embryonic lethality.

Determination of cell fate starts very early in embryonic development. Mouse embryos at the blastocyst stage consist of two different cell types, (i) the inner cell mass (ICM) that later forms the embryo as well as extraembryonic structures (e. g. the yolk sac) and (ii) an surrounding layer of trophectodermal cells (TE) that will give rise to the embryonic portion of the placenta^1,2^. The Hippo signaling pathway and its key components, the co-transcription factor Yes-associated protein (YAP) and its paralog Transcriptional coactivator-with-PDZ-binding-motif (TAZ), are crucial for early embryogenesis as they determine cell-type-specific gene expression in the TE and the ICM^3–5^. In the TE cells, the Hippo pathway is silent which results in an enhanced activity of nuclear YAP/TAZ. In contrast, in cells of the ICM, Hippo pathway activity is high preventing YAP/TAZ-mediated gene transcription^6^.

Besides its role in cell fate determination during embryogenesis, the highly conserved Hippo signaling pathway is known to regulate postnatal organ growth in all organisms from fly to man^7–10^. In mammals, impaired Hippo signaling results in nuclear import of YAP/TAZ, inhibition of apoptosis, and enhanced cell proliferation. Nuclear YAP activity depends on its phosphorylation status, which prevents transport of YAP/TAZ into the nucleus and marks these proteins for proteasomal degradation^8,10^. These events are controlled by a growing number of upstream effectors and a cytosolic core kinase cascade culminating in YAP/TAZ phosphorylation by the Large tumor suppressor (LATS) kinases 1 and 2^11,12^. The family of WWC proteins, composed of WWC1 (also called kidney-and-brain (KIBRA) protein), WWC2 and WWC3, have a crucial impact on Hippo signaling because they enhance LATS1/2 kinase activity and subsequently YAP/TAZ phosphorylation^13,14^.

The structural similarity and a common subset of interacting partners indicate a redundant function of the WWC proteins^14,15^. Consequently, a ubiquitous knockout (KO) of *Wwc1* expression in mice (that have lost the *WWC3* gene during evolution) leads to an only mild neurological phenotype but has no crucial impact on embryogenesis or organ development likely due to *Wwc2*-mediated compensation^16,17^. In contrast, a hepatocyte-specific double KO of both *Wwc1* and *Wwc2* in mice results in Hippo pathway-dependent organ overgrowth and subsequent liver carcinoma^14^.

Recent data have shown that murine *Wwc2* is already expressed in the blastocyst, whereas *Wwc1* expression is almost undetectable at this stage^18^. To investigate a putative *Wwc2*-specific function in early embryogenesis, we generated a ubiquitous deletion of *Wwc2* in mice and observed embryonic lethality around day E11.5. Analysis of *Wwc2* KO embryos revealed growth retardation effects, an impaired embryonic vessel formation and a disturbed vascularization within the placenta. A whole-transcriptome analysis of *Wwc2* KO embryos at E11.5 demonstrated a strong deregulation of gene expression with an impact on Hippo signaling, cell metabolism, and vascular development. Furthermore, an inducible and endothelial-specific *Wwc2* KO in perinatal mice led to impaired vessel formation and vascular hypersprouting in the retina indicating a crucial role for *Wwc2* in angiogenesis.

## Results

### **E**mbryonic lethality in *Wwc2* KO mouse embryos

To analyze *Wwc2* function during embryonal development, a transgenic mouse line with a ubiquitous knockout of *Wwc2* was generated. For this, animals from a floxed *Wwc2* (*Wwc2*^fl/fl^) line^14^ were crossed with mice from a phosphoglycerate kinase (*Pgk*) 1 driven *Cre* recombinase deleter line (*Pgk-Cre*), in which target genes can be ubiquitously inactivated from early embryonic stages on^19^. The *Wwc2* genotype of the individual offspring (4 weeks old) was verified via PCR analysis (Supplemental Fig. S1A). From a total number of 83 analyzed mice, no animal with a homozygous *Wwc2* KO *(Pgk-Cre-Wwc2*^KO/KO^) could be found, but 28 wild-type (*Wwc2*^+/+^) and 55 heterozygous animals (*Pgk-Cre-Wwc2*^KO/+^). The last-named were vital and phenotypically normal just as *Pgk-Cre*-negative *Wwc2*^fl/fl^ mice. These findings pointed to intrauterine death of embryos lacking *Wwc2* expression. To determine the onset of embryonic lethality in more detail, we next isolated embryos at different developmental stages from embryonic day (E) 6.5 to E14.5 and determined their genotype. For this, *Wwc2*^fl/fl^ animals were crossed with mice from a zona pellucida glycoprotein 3 (*Zp3*) *Cre* recombinase deleter line (*Zp3*-Cre), in which target genes can be inactivated from growing oocytes in a *Zp3* promoter-dependent manner^20^. Normal Mendelian frequencies of wild-type (*Wwc2*^+/+^), heterozygous (*Zp3-Cre-Wwc2*^KO/+^) and homozygous (*Zp3-Cre-Wwc2*^KO/KO^) embryos were observed until E11.5 (Supplemental Tab. 3). Whereas *Wwc2*^*+/+*^ and heterozygous *Zp3-Cre-Wwc2*^KO/+^ embryos showed normal development after E11.5, homozygous *Zp3-Cre-Wwc2*^KO/KO^ embryos (called *Wwc2* KO later on) were degenerated or/and resorbed (Supplementary Fig. S1B). A Western blot analysis confirmed the lack of WWC2 protein in the E11.5 *Wwc2* KO embryos (Supplementary Fig. S1C).

To gain more insight into the putative function of *Wwc2* in embryogenesis, we investigated the spatial and temporal expression of *Wwc2* during normal embryonic development. As immunohistochemical studies were not possible for WWC2 due to the lack of suitable antibodies, we used whole-mount in situ hybridization (WISH) to detect *Wwc2* mRNA in wild-type mouse embryos between E7.5 and E11.5. *Wwc2* transcripts were ubiquitously detectable at E7.5, in both embryonic and extraembryonic tissues (Fig. 1A). At E8.5, *Wwc2* expression was mainly visible in mesenchymal tissues (Fig. 1B). In E10.5 and E11.5 embryos, *Wwc2* mRNA was detectable in the surface ectoderm, with domains of enrichment in the branchial arches and the posterior-distal region of the limb anlagen (Fig. 1C, D). In addition to superficial ectodermal expression, *Wwc2* expression was found in the roof plate of the neural tube and the dorsal root ganglia (Fig. 1C, D). To get a more quantitative analysis of *Wwc2* mRNA expression during embryogenesis, we isolated whole mRNA from embryos at different stages and performed quantitative reverse transcriptase polymerase chain reaction (qRT-PCR). This approach revealed that *Wwc2* expression is already present at E8.5 and that the expression level remains stable until E13.5 with only minor changes (Supplementary Fig. S2).

**Fig. 1:**
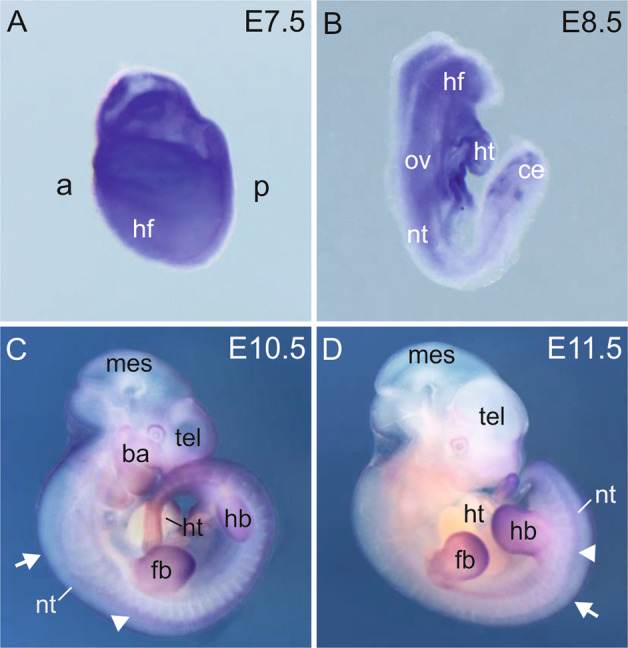
*Wwc2* expression in mouse embryos from E7.5 to E11.5. Spatial expression of *Wwc2* mRNA in E7.5 (**A**), E8.5 (**B**), E10.5 (**C**), and E11.5 (**D**) mouse embryos. White arrowheads mark expression in dorsal root ganglia, white arrows show expression in the roof plate of the neural tube. From E8.5 onwards extraembryonic membranes were removed. a anterior, ba branchial arches, ce caudal end, fb forelimb bud, hf head fold, ht heart anlage, hb hindlimb bud, nt neural tube, mes mesencephalon, ov otic vesicle, p posterior, tel telencephalon.

### Placenta defects in *Wwc2* KO embryos

The WISH results provide novel insight into the developmental regulation of *Wwc2* expression. However, the data did not explain the reason(s) for the embryonic lethality observed in *Wwc2* KO mice. As embryonic death around E11.5 in mice is typically linked to placental defects and a disturbed nutrition of the embryo^21,22^, we next analyzed the structure of the placenta from control *(Wwc2*^+/+^ or *Zp3-Cre*-*Wwc2*^KO/+^) and *Wwc2* KO embryos, respectively. Murine placenta is composed of the maternal decidua (MD), a single layer of trophoblast giant cells (TGC), a layer of embryonic spongiotrophoblasts (STL) and the labyrinth system (LA) that ensures the exchange of nutrients and oxygen between maternal and fetal vessels^23–26^. PAS staining of placenta sections from embryos at E11.5 revealed an unorganized structure of the anatomical layers in *Wwc2* KO embryos. The TG layer, normally arranged in a chain-like structure separating the MD and the STL, was dispersed and hardly visible (Fig. 2A). In addition, the STL was thickened in the *Wwc2* KO placenta compared to the control, whereas the LA appeared more compact (Fig. 2A).

**Fig. 2:**
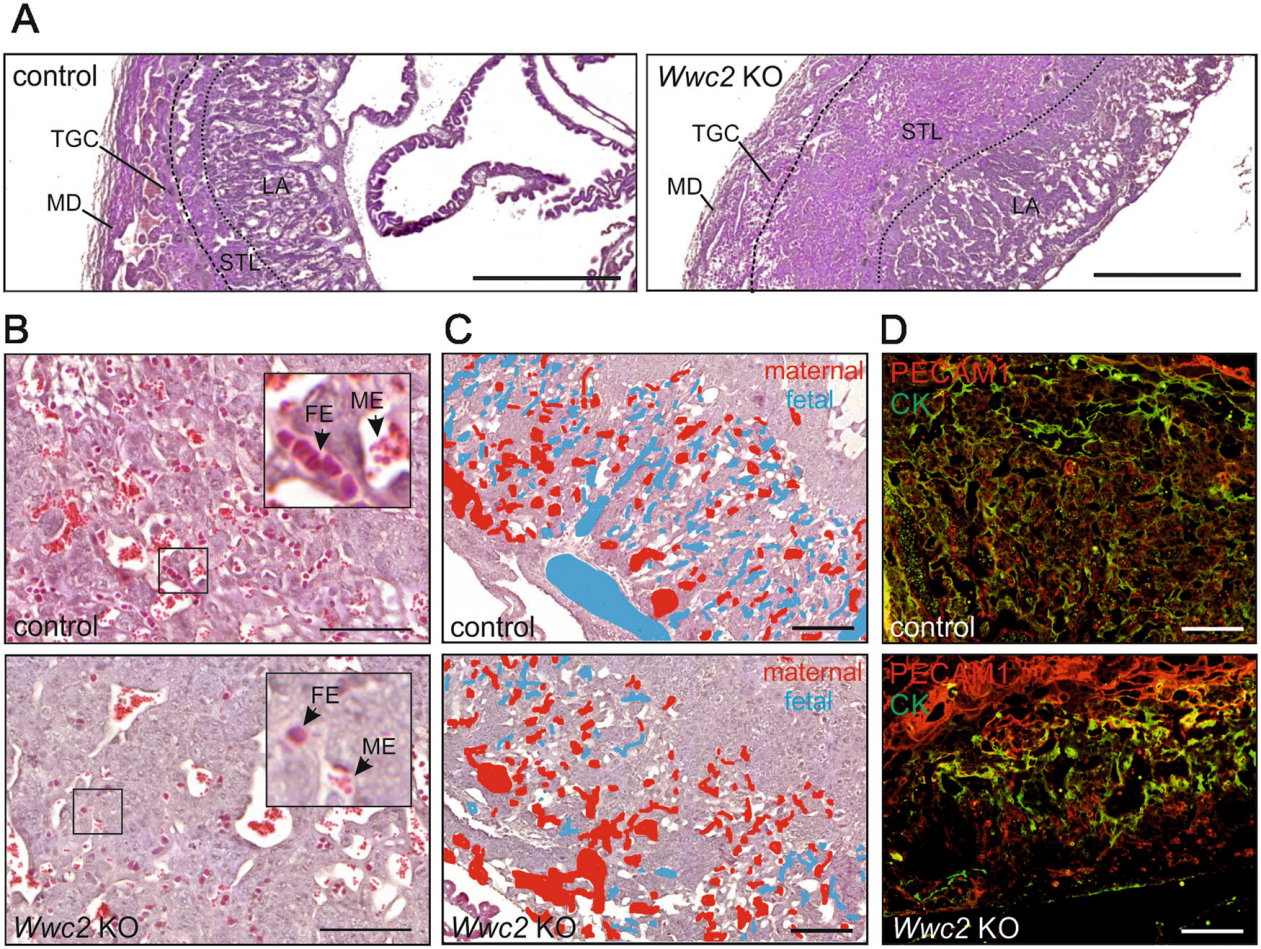
Defects in placenta organization and impaired labyrinth vascularization in *Wwc2* KO embryos. **A** PAS staining of control and *Wwc2* KO placenta at E11.5 indicate a disturbed and unorganized layer formation. MD maternal decidua, TGC trophoblast giant cell, STL spongiotrophoblast layer, LA labyrinth. Dashed lines mark areas of the different tissue layers. Scale bar = 1 mm. **B** H&E staining of placenta sections were used for the identification of maternal arterial sinuses and embryonic blood vessels. Insets show a magnification with small, red, non-nucleated maternal erythrocytes (ME) and bigger, purple, nucleated fetal erythrocytes (FE). Scale bar = 100 µm. **C** Labeling of fetal (blue) and maternal (red) erythrocytes indicated a disturbed organization and impaired permeation of fetal blood vessels in the labyrinth system. Scale bars = 200 µm. **D** Immunofluorescence staining of sections from control and *Wwc2* KO placenta using antibodies against PECAM1 (red; endothelial cell marker) and pan-cytokeratin (CK, green; trophoblast marker) revealed reduced vascularization of the labyrinth. Scale bars = 200 µm.

Vascularization within the labyrinth system is a highly regulated process ensuring the metabolic requirements of the embryo with a supply of essential components from maternal blood^24,26–28^. Maternal and fetal blood vessels in the labyrinth system are distinguishable by the presence of different types of erythrocytes. Maternal erythrocytes (ME) appear as small, non-nucleated cells, whereas fetal erythrocytes (FE) are bigger and nucleated^29–31^. Hematoxylin and eosin (H&E) staining of placenta sections from E11.5 *Wwc2* KO embryos revealed a markedly reduced number of fetal blood vessels and FE in the LA layer (Fig. 2B, C). Furthermore, an immunofluorescence staining of the placental vasculature using antibodies directed against the endothelial marker Platelet/endothelial cell adhesion molecule-1 (PECAM1) and the trophoblast cell marker cytokeratin (CK) indicated a failure of embryonic vessels to permeate into the STL of the *Wwc2* KO placenta (Fig. 2D).

### *Wwc2* deficiency leads to an impaired angiogenesis in the yolk sac and embryo proper

The observed defects in the placental structure *of Wwc2* KO embryos are likely to cause an insufficient supply of the embryo with nutrients and oxygen that finally leads to embryonic death around E11.5. To test whether *Wwc2* ablation leads to additional defects in the embryo itself, a tetraploid complementation assay was performed^32^. In this assay, extraembryonic tissue is formed by tetraploid cells, while the embryo is exclusively formed by diploid embryonic stem (ES) cells. Using wild-type tetraploid cells to ensure normal formation of extraembryonic tissue and ES cells from a line with a heterozygous *Wwc2* KO, several E19.5 embryos with a normal development were obtained in this assay. In contrast, no E19.5 embryo could be generated when ES cells with a homozygous *Wwc2* KO from three different lines were used (Supplementary Table 4). These data indicated extra-placental, embryo-specific defects in development that are linked to a *Wwc2* ablation.

Next, we used *Wwc2*-deficient embryos between E9.5 and E11.5 for histological examination. Compared to controls, *Wwc2* KO embryos appeared growth retarded and less developed at E9.5, E10.5, and E11.5. Furthermore, in the absence of *Wwc2*, an almost complete loss of blood-filled vessels was observed in the embryos and the yolk sac at E11.5 (Fig. 3).

**Fig. 3:**
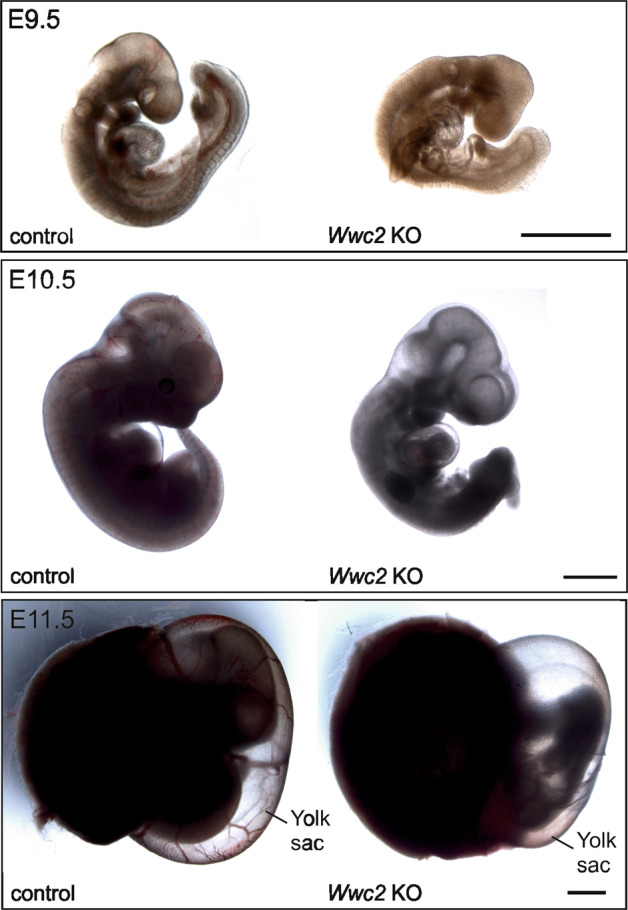
Growth retardation and disturbed blood flow in Wwc2 KO embryos and yolk sacs. *Wwc2* KO embryos at E9.5. or E10.5 appeared growth retarded and less developed when compared to control embryo. Furthermore, no blood-filled vessels are observed in *Wwc2* KO embryos (E10.5) and yolk sacs (E11.5). Scale bars represent 500 µm.

The vascular structure of *Wwc2* KO embryos at E11.5 was further analyzed using whole mount immunostaining for PECAM1-positive, endothelial cells. This approach revealed that the vascular network was present but less organized in the absence of *Wwc2* (Fig. 4A). Cranial vessels in the *Wwc2* KO embryo showed an almost uniform diameter and resembled a honeycomb-like structure with no large vessels, which were present in the control embryos at this time point (Fig. 4B). A co-immunostaining of endothelial cells (PECAM1-positive) and pericytes, multifunctional mural cells wrapping around blood capillaries (positive for the marker protein smooth muscle actin (SMA)), revealed an irregular pattering of these cell types in the vascular system of *Wwc2* KO embryos (Fig. 4C). Furthermore, the architecture of the vascular system surrounding the neural tube (NT) was disturbed and the lateral branches between the intersomitic vessels were almost completely absent in the *Wwc2* KO embryo (Fig. 4C). Similar to the embryo trunk, the yolk sac of the *Wwc2* KO embryos lacked the typical hierarchical tree-like structure of the vascular network, instead vessels were organized in a more primitive honeycomb-like network (Fig. 4D).

**Fig. 4:**
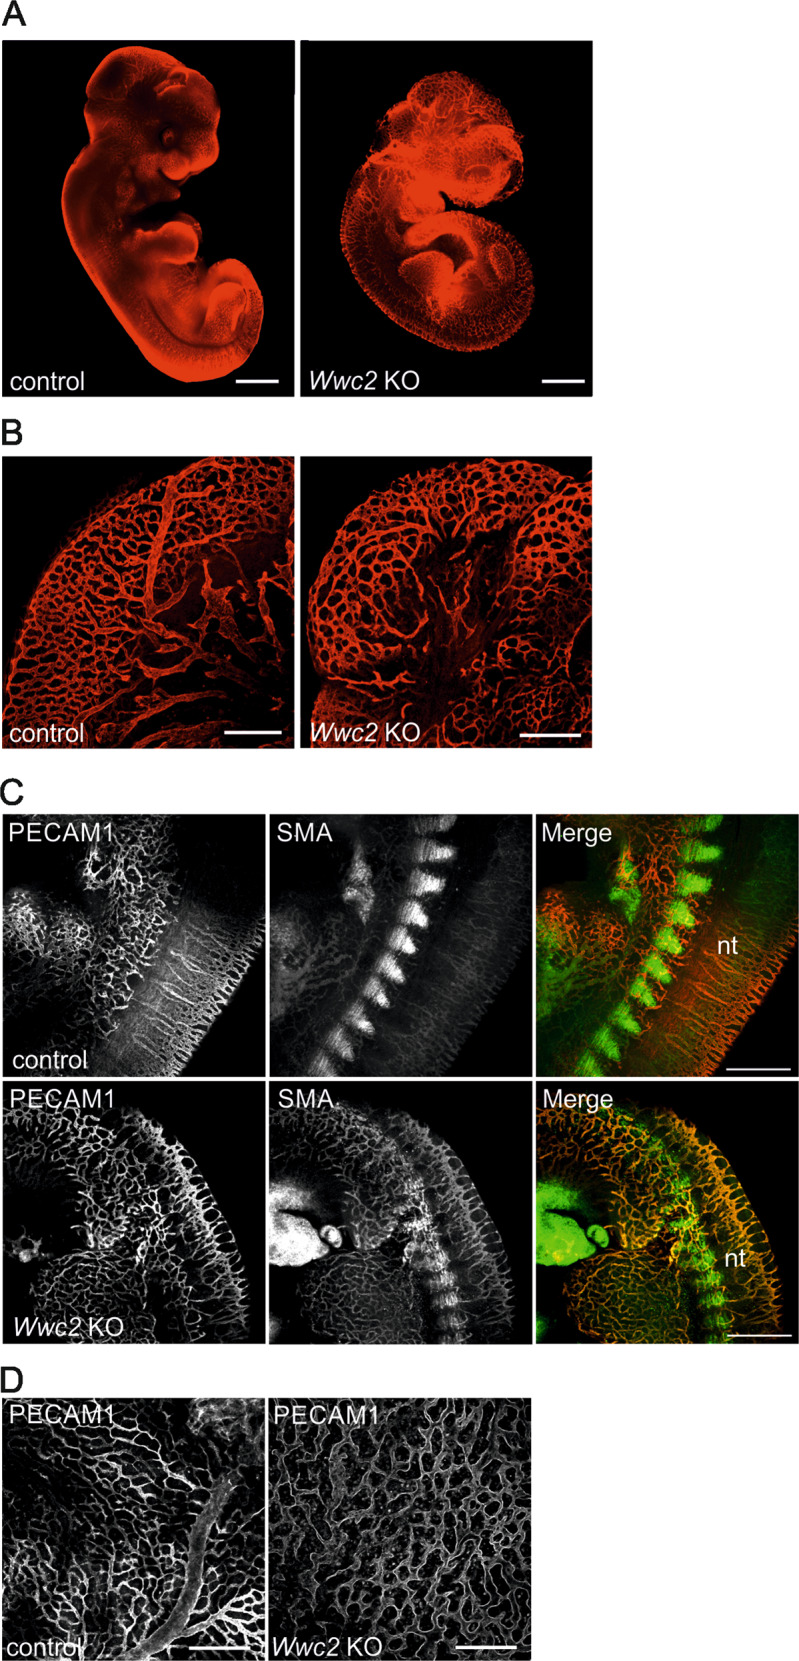
Impaired vascularization in Wwc2 KO embryo and yolk sac. **A** Whole mount staining of E11.5 embryos using antibodies against the endothelial marker PECAM1 revealed defects in the vascular system of the *Wwc2* KO embryo. Control embryo has normally organized and branched network of vessels. Scale bar = 500 µm. **B** Vascular patterning in the cranial region of E11.5 control and *Wwc2* KO embryos. Scale bars = 50 µm. **C** Whole mount staining of E11.5 embryos with PECAM1 and anti-SMA antibodies reveals a disorganized vascularization in the neural tube (nt) and an irregular pattern of pericytes in *Wwc2* KO embryos. Scale bar = 20 µm. **D** Whole mount staining of E11.5 yolk sacs with PECAM1 reveals a disturbed vessel branching in the *Wwc2* KO yolk sac. Scale bars = 20 µm.

### Whole-transcriptome analysis of *Wwc2* KO embryos

To elucidate the function of *Wwc2* in embryonic development at the molecular level, a whole-transcriptome analysis by next generation sequencing was performed. In order to identify genes that are differentially expressed, whole RNA was isolated at E11.5 from wildtype (*Wwc2*^*+/+*^; *n* = 3), heterozygous (*Zp3-Cre-Wwc2*^KO/+^; *n* = 3), and homozygous (*Zp3-Cre-Wwc2*^KO/KO^; *n* = 4) embryos and the mRNA levels were determined. 

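RNA of whole embryos at embryonic day 11.5 was sequenced from 3 wildtype, 3 heterozygous and 4 homozygous *Wwc2* KO embryos, 10 embryos in all. *Wwc2* itself (ENSMUSG00000031563, chromosome 8 of GRCm38, 47823959 to 47990924) had a log2 fold change of 0.30 in KO versus wildtype embryos in the authors' deposited table (standard error 0.17, adjusted p = 0.176 from DESeq2). In heterozygous versus wildtype embryos, the authors' deposited table gives a log2 fold change of -0.08 for *Wwc2* (standard error 0.18). The value counts reads over the whole gene, and reads from any part of the transcript that the deletion leaves are included, so it does not check the genotypes of the libraries. The paper shows the loss of WWC2 protein by western blot. *Wwc1*, the paralog on chromosome 11, had a log2 fold change of 0.26 in KO versus wildtype embryos in the authors' deposited table (standard error 0.13, adjusted p = 0.105). The authors prepared directional libraries, trimmed the reads with Trimmomatic, aligned them to the mouse genome with HISAT2, counted reads per gene with HTSeq and tested the counts with DESeq2. The deposited data used here are the results of 2 comparisons, KO versus wildtype and heterozygous versus wildtype, each with a mean normalized count, a log2 fold change, its standard error and a p-value per gene. Counts per embryo were not used here, so no values per embryo and no spread between single embryos can be given. Summed over genes, the mean normalized counts come to 2.56e+07 per embryo. The mean normalized count is the same in both comparisons for all 24302 genes, so both come from one fit over the 10 embryos. From the mean and both fold changes, the mean normalized count of each genotype was derived for each gene, and from these and the standard errors a comparison of KO with heterozygous embryos. Gene lists of pathways, tissues and cell types were written before the data were examined but after the paper's tables and figures had been read, and 2 of the lists hold genes that the study marked in Fig. 5A or measured by qRT-PCR. Each list was tested against all other genes with limma's cameraPR on the statistic of the authors' comparison, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 49 lists. The normalization sets the median log2 fold change of all genes in KO versus wildtype embryos to 0.02, while the sum of the derived normalized counts was higher in KO embryos by 0.25 on the log2 scale. Scaling by that sum instead would lower every log2 fold change by the same amount.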

The FPKM (fragments per kilobase of transcript per million fragments mapped) value was used to normalize the number of reads to the mRNA length and the total read number in the measurement. With this normalization, mRNA levels can be compared in different samples taking both molar concentration and transcript length into account. The reads in the measurement allowed the identification of a total number of 20,653 genes. 

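The authors' deposited table holds 24302 genes, of which 20665 had a mean normalized count above 0 and 20653 had a p-value. Of the other genes with counts, 12 carried no p-value. In KO versus wildtype embryos, the authors' deposited table gives an adjusted p for 17477 genes, those with a mean normalized count of at least 2.44. In heterozygous versus wildtype embryos, the authors' deposited table gives an adjusted p for all 20653 genes. Abundant transcripts of these embryos included those of embryonic red blood cells and the cytoskeleton. The derived mean normalized count of *Hbb-y*, an embryonic beta-globin, was 164085 in wildtype, 124998 in heterozygous and 123329 in KO embryos, and that of *Actb* was 57298, 57651 and 91131. Globins took 1.09% of the derived normalized counts in wildtype and 0.897% in KO embryos. Genes of cytoplasmic ribosomal proteins took 3.63% in wildtype, 3.59% in heterozygous and 6.82% in KO embryos. Of the 22835 genes with an Ensembl identifier, 22770 were found in GENCODE release M21 of GRCm38.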

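Heterozygous and wildtype embryos differed in few single genes. At an adjusted p under 0.05, 2 genes of the authors' deposited table differed in heterozygous versus wildtype embryos, 1 of them by more than 1 log2 unit, and 75 genes had an unadjusted p under 0.05. The pseudogene *Tmem181c-ps* had a log2 fold change of 3.14 in the authors' deposited table (standard error 0.61, adjusted p = 0.00547), and *Tmem181a* one of -0.68 (standard error 0.15, adjusted p = 0.0419). Both lie on chromosome 17 of GRCm38 and are similar in sequence, so reads may have been divided between them. The derived mean normalized count of *Tmem181c-ps* was 20.1 in wildtype, 177 in heterozygous and 20.4 in KO embryos. Some lists stood apart from the other genes, but the list tests cannot settle a difference between the genotypes here. The 75 genes with an unadjusted p under 0.05 are far fewer than 20653 tested genes would give with no difference. The statistics were thus narrower than the normal distribution. The test cameraPR scales a list by the spread of these statistics, so its p-values can be too small. Of the 49 gene lists, 16 passed limma's cameraPR at an adjusted p under 0.05, 10 higher and 6 lower in heterozygous embryos, and 11 passed with a preset correlation of 0.1. Erythroid markers were lower, with a median log2 fold change of -0.60 (adjusted p = 6.23e-27), and pregnancy-specific glycoproteins were higher, with a median of 1.60 (adjusted p = 1.65e-05), although no single gene of either list had an adjusted p under 0.05 in the authors' deposited table. Liver, lens, skeletal muscle and cartilage genes were also lower in heterozygous embryos, with medians of -0.69, -0.99, -0.29 and -0.10 (adjusted p = 3.79e-06, 4.21e-05, 1.00e-04 and 0.00405), as were embryonic globins (median -0.34, adjusted p = 5.78e-04). The other higher lists were 3 placental families (trophoblast-specific proteins, cathepsins and *Ceacam* genes), giant cell markers (median 1.29, adjusted p = 9.31e-05), uterine natural killer cell markers (1.16, 9.09e-05) and 4 neural lists with medians between 0.08 and 0.19 (neural progenitors, clustered protocadherins, synaptic genes and neuron differentiation). The cartilage list and the 4 neural lists did not pass with a preset correlation of 0.1.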

No significant differences within the transcriptome between wild type and heterozygous *Wwc2* KO embryos were detected (data not shown). In contrast, the transcriptomes obtained from the homozygous *Wwc2* KO embryos displayed remarkable changes when compared to the wildtype and heterozygous embryos (Fig. 5A). 

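KO embryos differed from heterozygous embryos about as widely as from wildtype embryos. In the derived comparison of KO with heterozygous embryos, 2141 genes had an adjusted p under 0.05 and an absolute log2 fold change above 1, of which 1471 were higher and 670 lower in KO embryos. After scaling by total counts, 1033 genes were higher and 1488 lower in this comparison. Of the 1984 genes that pass the same thresholds in KO versus wildtype embryos in the authors' deposited table, 1677 (84.5%) also passed against heterozygous embryos, 1205 higher and 472 lower, and 0 had the opposite sign. Both comparisons share the 4 KO embryos. With no difference between genotypes, 100 simulations of both comparisons gave a median of 0 and at most 1 shared gene, and lists drawn independently of these sizes would share 115 higher and 23.8 lower genes. Part of the excess may come from the shared KO embryos. The glucose transporter *Slc2a3* had a derived mean normalized count of 1986 in wildtype, 2013 in heterozygous and 28183 in KO embryos, which is a log2 fold change of 3.81 in KO versus heterozygous embryos (adjusted p = 2.97e-11). *Slc16a3*, a lactate transporter, had the smallest p-value of all genes in KO versus wildtype embryos in the authors' deposited table, with a log2 fold change of 2.73 (standard error 0.26, adjusted p = 8.03e-21), and *Neurod2*, a neuronal transcription factor, had derived means of 73.7, 91.3 and 11.4. Erythroid and liver genes differed in another way as lists. The median log2 fold change of 12 erythroid markers was -0.60 in KO versus wildtype and 0.08 in KO versus heterozygous embryos (adjusted p = 0.685 from cameraPR). That of 22 liver markers was -0.64 and 0.04 (adjusted p = 0.406 in the downward direction, which differs in sign from the median). Single liver markers still fell. Against heterozygous embryos, 2 were lower and 0 higher, *Serpina6* with -2.22 (adjusted p = 0.00849) and *C8a* with -2.36 (adjusted p = 0.0124).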

As expected, the group of differentially regulated genes (DEG) included a numerous known YAP/TAZ target genes that were upregulated in homozygous *Wwc2* KO embryos (Fig. 5A). 

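YAP/TAZ target genes moved in both directions, with the larger changes upward. In the authors' deposited table, 5 of the 22 genes of a YAP/TAZ target signature were higher and 2 were lower in KO than in wildtype embryos at an adjusted p under 0.05, with 6 higher and 2 lower when adjusted over the list alone. *Cyr61* (chromosome 3 of GRCm38, 145646976 to 145649981), a secreted matrix protein, had a log2 fold change of 3.09 in the authors' deposited table (standard error 0.60, adjusted p = 2.99e-05), and its derived mean normalized count was 1129.7 in wildtype and 9634 in KO embryos. *Ctgf* (chromosome 10, 24595442 to 24598683) followed with 2.43 in the authors' deposited table (standard error 0.46, adjusted p = 1.76e-05). *F3*, *Crim1* and *Amotl2* were also higher, with log2 fold changes of 2.21, 1.27 and 1.10 in the authors' deposited table, while *Rbms3* and *Tgfb2* were lower, with -0.53 and -0.67. *Ankrd1*, a frequently used YAP target, had a log2 fold change of 1.04 in the authors' deposited table that did not pass the test (standard error 0.49, adjusted p = 0.0939). The median log2 fold change of the 22 genes was 0.50, and the list as a whole did not pass limma's cameraPR against wildtype embryos (adjusted p = 0.0708), while it passed in the derived comparison with heterozygous embryos (adjusted p = 0.0291). Scaling by total counts would set that median to 0.26. Of 31 components of the Hippo pathway, 5 were higher and 3 lower in the authors' deposited table (5 and 4 when adjusted over the list alone), with a median of -0.07 (adjusted p = 0.481 from cameraPR). *Yap1* had a log2 fold change of -0.09 and *Wwtr1*, which encodes TAZ, one of 0.72 (adjusted p = 0.0473) in the authors' deposited table. Of the 19 genes that the paper marks in Fig. 5A as KEGG Hippo signaling genes, 17 were higher and 2, *Gdf5* and *Dlg2*, were lower in the authors' deposited table. The study chose these genes on the same samples and all 19 passed, so their count does not show a rise of the whole pathway. *Krt19* had the largest log2 fold change of these, 3.80 in the authors' deposited table (standard error 0.53, adjusted p = 9.44e-10).

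**Figure D1:**
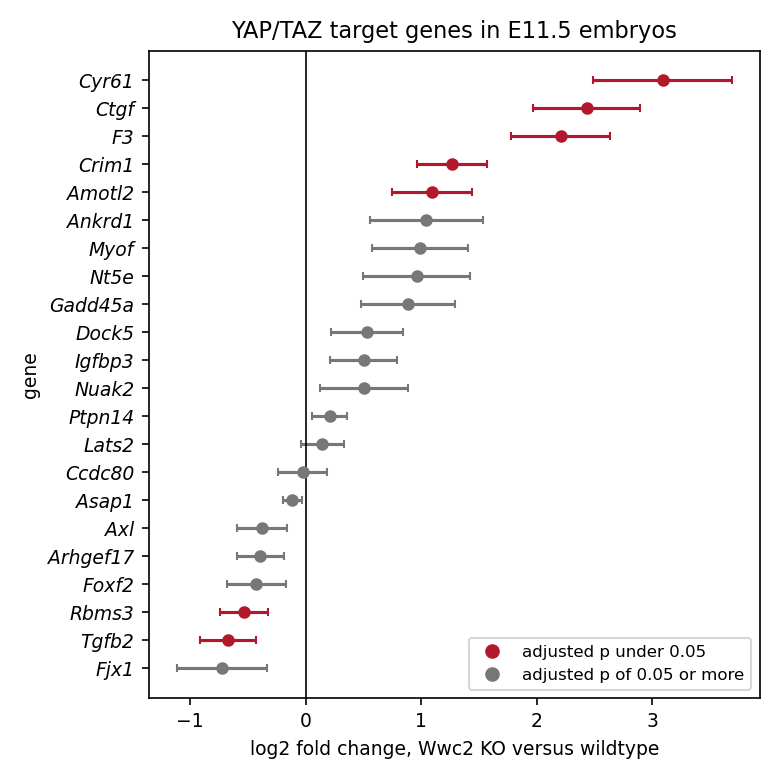
Log2 fold changes (x axis) of the 22 YAP/TAZ target genes (y axis) in KO versus wildtype embryos from the authors' deposited table, with bars of 1 standard error. The 5 genes that were higher and the 2 that were lower at an adjusted p under 0.05 are red, and the others are gray.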

For an in-depth analysis, a threshold was set in which only the differentially expressed genes with a log2 (fold change) greater than 1 were taken into account. As a result, a group of 1984 significantly differentially expressed genes could be identified including 1362 upregulated and 622 downregulated genes (Fig. 5B).

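The genes that passed both thresholds were mostly higher in KO embryos. The authors' deposited table gives 1984 genes with an adjusted p under 0.05 and an absolute log2 fold change above 1 in KO versus wildtype embryos, 1362 higher and 622 lower. Without the fold change threshold, 4508 genes pass in the authors' deposited table, 2721 higher and 1787 lower. Large changes were mainly upward: 550 of the higher and 73 of the lower genes changed by more than 2 log2 units in the authors' deposited table. Besides *Slc16a3*, the smallest p-values among the higher genes belonged to *Bnip3*, a hypoxia-induced mitochondrial protein, *Pfkl* and *Pgam1*, enzymes of glycolysis, with log2 fold changes of 3.22, 1.81 and 1.51 in the authors' deposited table. Among the lower genes past both thresholds they belonged to *Unc79*, of a sodium leak channel complex in neurons, *Neurod2* and *Pax2*, a transcription factor of kidney, eye and midbrain, with -1.19, -2.70 and -1.01 in the authors' deposited table. The share of higher genes depends on the normalization, since 68.6% of the called genes were higher with the authors' size factors and 40.1% (962 higher, 1437 lower) after scaling by total counts. When the fold change was tested against 1 log2 unit, 121 genes passed, 120 of them higher. With a t distribution of 7 degrees of freedom for the same statistics, 0 genes passed at an adjusted p under 0.05, and 5078 had an unadjusted p under 0.05. With the authors' p-values, 7103 genes had an unadjusted p under 0.05 in the authors' deposited table. The t distribution may be too strict here, since DESeq2 shares information on the spread between genes.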

**Fig. 5:**
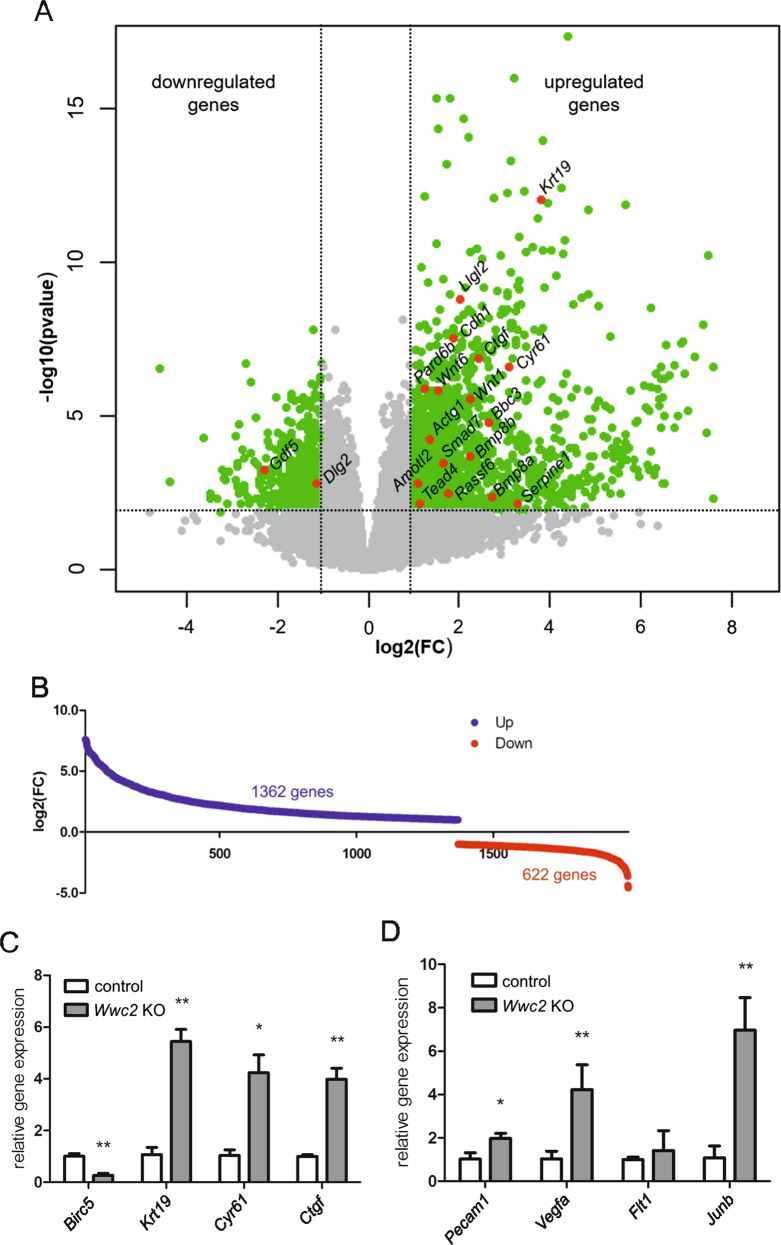
Differentially expressed genes in *Wwc2* KO embryos. **A** The whole transcriptome from wildtype (*n* = 3) and *Wwc2* KO (*n* = 4) embryos at E11.5 was compared. Volcano plot with (base 2) logarithmic fold change (FC) plotted against the negative (base 10) logarithmic *p*-value. Each of the 20,653 detected genes is represented by a dot. For an in-depth analysis, a threshold was set indicated by the dashed lines. Genes exceeding that threshold are marked in green, resulting in 1984 genes with an FDR-corrected *p*-value < 0.05 and a log2(FC) > 1 that were taken into account. Genes below that threshold are marked in gray and were ignored for further analysis. Genes related to the Hippo signaling are marked in red (KEGG pathway: Hippo signaling pathway). **B** Graph showing the group of 1984 significantly deregulated genes with FDR-corrected *p*-value < 0.05 and log2(FC) > 1 divided in upregulated genes (“Up”, 1362 genes, blue) and downregulated genes (“Down”, 622 genes, red). **C** qRT-PCR analyses with RNA isolated from control (*n* = 3) and *Wwc2* KO embryos (*n* = 3) at E11.5. The known YAP target genes *Krt19, Cyr61*, and *Ctgf* are significantly upregulated in *Wwc2*-deficient embryos. **D** Expression of the angiogenesis-related genes *Pecam1, Vegfa, Flt1*, and *JunB* is upregulated in *Wwc2* KO embryos.

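Genes of 5 placental families filled most of the upper end of the fold changes. Among the 30 genes with the highest log2 fold change at an adjusted p under 0.05 in the authors' deposited table, 22 belong to these families: 9 pregnancy-specific glycoproteins, 5 placental *Ceacam* genes, 4 prolactins, 2 trophoblast-specific proteins and 2 placental cathepsins. *Tpbpa* (chromosome 13 of GRCm38, 60938492 to 60941984), a marker of spongiotrophoblast, had a log2 fold change of 6.33 in the authors' deposited table (standard error 1.25, adjusted p = 4.37e-05), and its derived mean normalized count was 207 in wildtype, 743 in heterozygous and 16617 in KO embryos. *Psg21* (chromosome 7, 18646736 to 18656725) had 7.36 in the authors' deposited table (standard error 1.29, adjusted p = 2.57e-06), with derived means of 6.90, 23.7 and 1131. Over the whole families, 13 of 23 tested prolactins (15 when adjusted over the list alone), 11 of 14 pregnancy-specific glycoproteins (12), 7 of 8 *Ceacam* genes (7), 2 of 2 trophoblast-specific proteins (2) and 5 of 7 cathepsins (5) were higher and 0 lower in the authors' deposited table. The families' adjusted p from limma's cameraPR lay between 2.91e-10 and 0.00113. Together the families took 0.0646% of the derived normalized counts in wildtype, 0.0247% in heterozygous and 0.372% in KO embryos, and without *Prl8a2*, a prolactin of the decidua, 0.0135%, 0.0224% and 0.331%. Of 10 tested markers of maternal uterine natural killer cells, 7 were higher and 0 lower in the authors' deposited table (9 adjusted over the list alone; median 5.50, adjusted p = 2.69e-05 from cameraPR), with a log2 fold change of 5.68 for *Gzmd* (adjusted p = 0.00262) and of 5.54 for *Prf1* (adjusted p = 0.00549) in the authors' deposited table. *Prl8a2* itself had a log2 fold change of -0.06 (standard error 1.98) in KO and of -4.51 (standard error 2.12) in heterozygous versus wildtype embryos in the authors' deposited table, and neither passed the test. Of the 30 genes, 28 also passed both thresholds against heterozygous embryos, and 9 had a derived wildtype mean under 1, where the fold change depends on few reads. Members of these families are similar in sequence and may share reads, and their standard errors were wide, with a median of 1.37 for the 30 genes against 0.25 for all tested genes in the authors' deposited table.

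**Figure D2:**
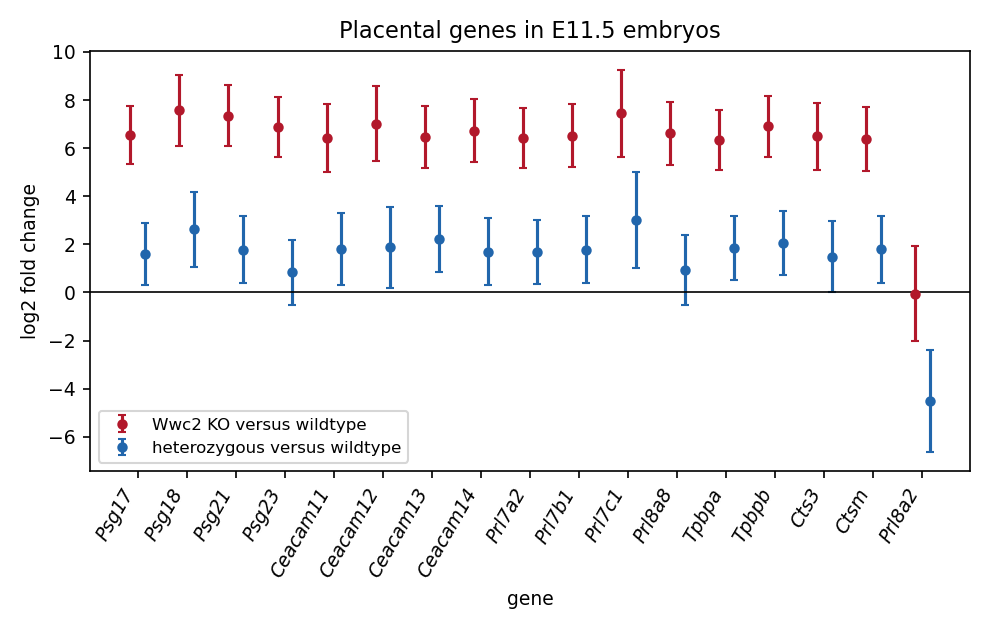
Log2 fold changes (y axis) of placental genes (x axis) in KO versus wildtype (red) and heterozygous versus wildtype (blue) embryos from the authors' deposited table, with bars of 1 standard error. The KO values of the family members on the left lie between 6.33 for *Tpbpa* and 7.58 for *Psg18*, while the decidual *Prl8a2* lies at -0.06 in KO and -4.51 in heterozygous embryos.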

Unexpectedly, we observe that genes encoding proteins with a usually placenta-specific expression (e.g. members of the *prolactin family (Prl), pregnancy specific glycoproteins (Psg), trophoblast-specific proteins (Tpbp)*, placenta-specific cathepsin isoforms, and *carcinoembryonic antigen-related cell adhesion molecules* (*Ceacam)*^33,34^ were highly represented among the 30 most upregulated genes from *Wwc2* KO embryos (Supplementary Tab. 5). 

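Of the 30 genes with the highest log2 fold changes, 8 lie outside the placental families. *Mmp1a*, an interstitial collagenase, had a log2 fold change of 6.74 in the authors' deposited table (standard error 1.60, adjusted p = 8.79e-04), with a derived mean normalized count of 0.347 in wildtype and 37.2 in KO embryos. *Ube2d2b*, a ubiquitin-conjugating enzyme, had 6.33 in the authors' deposited table (standard error 1.82, adjusted p = 0.00662), with derived means of 0.350 and 28.2. The heat shock protein gene *Hspa1a* (chromosome 17 of GRCm38, 34969190 to 34972156) had 7.49 in the authors' deposited table (standard error 1.14, adjusted p = 3.22e-08) and derived means of 29.7 in wildtype, 26.6 in heterozygous and 5336 in KO embryos. Its neighbor *Hspa1b*, a near-identical copy that may share its reads, had 6.21 in the authors' deposited table. The other 5 were *Enpp7*, *Ido1*, *Gm3383*, *Ccr1l1* and *Cyp24a1*, with log2 fold changes between 6.29 and 7.60 in the authors' deposited table and derived wildtype means under 1. In the derived comparison of KO with heterozygous embryos, *Enpp7*, whose 7.60 had a standard error of 2.68 in the authors' deposited table, did not pass (adjusted p = 0.0895), nor did *Gm3383*, with derived means of 9.27 in heterozygous and 15.7 in KO embryos. Of 14 heat shock genes, 11 were higher and 0 lower in the authors' deposited table (12 and 1 when adjusted over the list alone), with a median of 0.69 (adjusted p = 1.28e-06 from limma's cameraPR).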

Other upregulated genes encoded proteins that are involved in DNA repair, protein degradation, and tissue remodeling. Among the 30 most downregulated genes, a remarkable number of genes have functions in the nervous system (Supplementary Tab. 6).

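The 30 genes with the lowest log2 fold changes among those with an adjusted p under 0.05 came from several organs. In the authors' deposited table, 4 of them belong to the lists of neuronal genes: *Neurod6* and *Neurod2*, transcription factors of cortical neurons, *Scn10a*, a sodium channel of sensory neurons, and *Pcdha9*, a clustered protocadherin. *Neurod6* (chromosome 6 of GRCm38, 55677822 to 55681263) had the lowest value of these, a log2 fold change of -4.57 in the authors' deposited table (standard error 0.89, adjusted p = 3.33e-05), with a derived mean normalized count of 65.7 in wildtype, 58.4 in heterozygous and 2.76 in KO embryos. Neuropeptide Y (*Npy*), corticotropin-releasing hormone (*Crh*) and the potassium channel *Kcns2*, which are outside those lists, had -2.89, -3.10 and -3.14 in the authors' deposited table. Lens genes were 4, among them the crystallins *Cryba1*, *Crybb1* and *Crybb3* with log2 fold changes between -3.22 and -2.92 in the authors' deposited table (4 of 14 tested genes). Liver genes were 5, among them *Alb* with a log2 fold change of -2.72 and *Serpina6* with -2.85 in the authors' deposited table (5 of 22 listed genes), and the cartilage genes *Matn1* and *Matn4* were 2 more. These genes were expressed at low levels, with a median mean normalized count of 14.6 over the 30 genes in the authors' deposited table. Of the 30 genes, 14 also passed both thresholds in KO versus heterozygous embryos. *Alb* did not, with derived means of 6569 in wildtype, 3613 in heterozygous and 999.7 in KO embryos (adjusted p = 0.102 against heterozygous embryos).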

For further interpretation of the results, the annotation tool software from the Database for Annotation, Visualization, and Integrated Discovery (DAVID) was used to perform gene set enrichment analysis on Gene Ontology (GO) terms from the Uniprot “Tissue” or the “Biological Processes” data set to identify significantly enriched gene sets. The significantly upregulated genes could be significantly enriched in the three terms “Trophoblast stem cells”, “placenta” and “kidney” (Supplementary Fig. 3A). 

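Markers of several trophoblast classes rose in KO embryos. In the authors' deposited table, 8 of 12 markers of trophoblast stem and progenitor cells were higher and 0 lower in KO than in wildtype embryos (8 when adjusted over the list alone), with a median log2 fold change of 0.69. The list passed limma's cameraPR with an adjusted p of 0.00635, and with a preset correlation of 0.1 the adjusted p was 0.0562. *Tfap2c*, a transcription factor of trophectoderm and of other epithelia, had a log2 fold change of 2.00 in the authors' deposited table (standard error 0.42, adjusted p = 1.74e-04). *Eomes*, *Elf5* and *Esrrb*, which keep trophoblast stem cells undifferentiated, had -0.77, 0.16 and -0.10 in the authors' deposited table and did not pass the test. Markers of differentiated trophoblast were also higher. Of 12 spongiotrophoblast and glycogen trophoblast markers 7 were higher (8 adjusted over the list alone; median 3.77, adjusted p = 2.34e-07 from cameraPR), of 12 giant cell markers 8 (9; median 4.31, 2.48e-06) and of 11 labyrinth and syncytiotrophoblast markers 7 (8; median 1.17, 3.26e-06), and 0 were lower in the authors' deposited table. *Ascl2*, needed for spongiotrophoblast, had a derived mean normalized count of 5.83 in wildtype, 7.41 in heterozygous and 165 in KO embryos, and *Hand1*, needed for giant cells, 188, 236 and 1495. Markers of extraembryonic endoderm also rose: 7 of 17 markers of yolk sac visceral endoderm (7 adjusted over the list alone) and 9 of 15 of parietal endoderm, of which 1 was lower (11 and 1), in the authors' deposited table, with adjusted p-values of 0.00157 and 2.23e-05 from cameraPR. Among the latter, *Col4a1* and *Lama1* are also made by embryonic basement membranes.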

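Neuronal genes were lower in KO embryos, and genes of neural progenitors were not called as a group. Of 21 markers of neuron differentiation, 17 were lower and 0 higher in KO than in wildtype embryos in the authors' deposited table (20 when adjusted over the list alone), with a median log2 fold change of -0.97 (adjusted p = 1.09e-10 from limma's cameraPR). *Rbfox3*, which encodes the neuronal nuclear antigen NeuN, had a log2 fold change of -0.85 in the authors' deposited table (standard error 0.17, adjusted p = 5.40e-05), and its derived mean normalized count was 402 in wildtype, 420 in heterozygous and 222 in KO embryos. *Tubb3*, an abundant tubulin of neurons, had -0.82 in the authors' deposited table and did not pass the test (standard error 0.37, adjusted p = 0.0777). Of 52 clustered protocadherins, cell surface proteins of neurons encoded on chromosome 18, 15 were lower and 0 higher in the authors' deposited table (16 adjusted over the list alone; median -1.06, adjusted p = 1.23e-08 from cameraPR). They share exons and similar sequences, so their counts are uncertain. Of 15 markers of sensory neurons and neural crest, 6 were lower and 0 higher in the authors' deposited table (7 adjusted over the list alone; median -0.66, adjusted p = 0.00156). Neural progenitor markers had a median of -0.39, with 1 of 16 higher and 1 lower in the authors' deposited table (0 and 0 adjusted over the list alone; adjusted p = 0.135 from cameraPR, and 0.0197 against heterozygous embryos). Among them, *Gli3* had -0.57 (adjusted p = 0.0243) and *Vim*, which mesenchyme also expresses, 0.88 (adjusted p = 0.0386) in the authors' deposited table.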

The significantly downregulated genes could be assigned to terms related to different brain regions (Supplementary Fig. 3A).

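Genes of blood vessels and of ribosomes were higher in KO embryos. Of 20 endothelial markers, 15 were higher and 0 lower in KO than in wildtype embryos in the authors' deposited table (16 when adjusted over the list alone), with a median log2 fold change of 1.18 (adjusted p = 1.95e-09 from limma's cameraPR). *Pecam1* (chromosome 11 of GRCm38, 106654217 to 106750628) had a log2 fold change of 1.62 in the authors' deposited table (standard error 0.32, adjusted p = 4.71e-05), and its derived mean normalized count was 1557 in wildtype, 1592 in heterozygous and 4776 in KO embryos. *Cldn5*, of endothelial tight junctions, had 0.03 and *Tek*, a receptor of angiopoietins, 0.34 in the authors' deposited table, and neither passed the test. Of 14 markers of endothelial tip cells, 11 were higher and 0 lower in the authors' deposited table (12 adjusted over the list alone; median 1.39, adjusted p = 1.49e-08 from cameraPR), with 4.23 for *Adm*, which hypoxia also induces, and 3.46 for *Esm1*. Of 20 angiogenic ligands and regulators, 11 were higher and 1 lower in the authors' deposited table (11 and 1 adjusted over the list alone; median 0.94, adjusted p = 1.04e-05 from cameraPR). *Vegfa* had 3.16 (standard error 0.60, adjusted p = 1.81e-05), its receptor *Flt1* 3.07 (0.42, 7.29e-10) and *Edn1* 3.72 (0.54, 3.35e-09) in the authors' deposited table. *Flt1* is also expressed in trophoblast. Markers of pericytes and smooth muscle did not pass as a group, with 4 of 13 higher and 1 lower in the authors' deposited table (4 and 1 adjusted over the list alone; median 0.47, adjusted p = 0.300 from cameraPR). Of 81 cytoplasmic ribosomal protein genes, 74 were higher and 0 lower in the authors' deposited table (75 adjusted over the list alone), with a narrow spread around a median of 1.13 (quartiles 1.03 and 1.23, adjusted p = 9.13e-24 from cameraPR). *Cdh1*, the epithelial cadherin, had 1.87 in the authors' deposited table (standard error 0.34, adjusted p = 5.47e-06). The lists named here as higher kept that direction after scaling by total counts.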

The gene set enrichment analysis for the ontology category “Biological Process” revealed that the upregulated genes in *Wwc2* KO embryos were enriched in the terms “angiogenesis“, “transcription and translation”, “metabolism”, “placenta development”, and “cell adhesion” (Supplementary Fig. 4A). The downregulated genes in *Wwc2* KO embryos were enriched in terms related to processes within the nervous system, e.g. “neuronal action potential” (Supplementary Fig. 4B).

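Genes of excitable membranes and synapses were lower in KO embryos. Of 21 voltage-gated ion channels of neurons, 15 were lower and 0 higher in KO than in wildtype embryos in the authors' deposited table (17 when adjusted over the list alone), with a median log2 fold change of -1.06 (adjusted p = 3.30e-10 from limma's cameraPR). *Scn3a* (chromosome 2 of GRCm38, 65457118 to 65567627), a sodium channel of the developing brain, had a log2 fold change of -1.25 in the authors' deposited table (standard error 0.28, adjusted p = 2.91e-04), and its derived mean normalized count was 641 in wildtype, 716 in heterozygous and 269 in KO embryos. The calcium channels *Cacna1a*, *Cacna1b* and *Cacna1e* had -0.59, -0.71 and -1.22 in the authors' deposited table, while *Scn8a* had -0.03 and did not pass the test. Of 23 genes of synaptic vesicles and transmitter release, 16 were lower and 0 higher in the authors' deposited table (18 adjusted over the list alone; median -1.05, adjusted p = 7.66e-09 from cameraPR). *Rims1*, *Syt1* and *Pclo* had log2 fold changes between -1.31 and -0.90 in the authors' deposited table. *Vamp2* had 0.28 in the authors' deposited table and did not pass. In the derived comparison with heterozygous embryos, 16 of the ion channels and 18 of the synaptic genes were lower.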

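A test that ranks the genes, in place of using the size of their statistic, called the same number of gene lists. Of 49 lists, 39 passed limma's cameraPR at an adjusted p under 0.05 in KO versus wildtype embryos, 29 higher and 10 lower, and 39 also passed its rank version. Among the 29 are 2 lists of genes that the study marked in Fig. 5A or measured by qRT-PCR, so that these 2 are not independent of the study. An inter-gene correlation could not be estimated from the comparisons used here, so larger preset values were tried after seeing the data: 36 lists passed at 0.05 and 33 at 0.1. The 6 lists that no longer passed at 0.1 were trophoblast stem and progenitor cells (adjusted p = 0.0562), maternal decidua (0.109), erythroid cells (0.108), liver (0.195), cartilage (0.0743) and housekeeping genes (0.0936). Groups that the tissue terms do not cover moved as well. Lens genes were lower, with 6 of 14 in the authors' deposited table (10 when adjusted over the list alone; median -2.89, adjusted p = 3.93e-05). Skeletal muscle genes were lower, with 6 of 15 in the authors' deposited table (10 adjusted over the list alone; median -1.03, adjusted p = 6.16e-04), and cardiac muscle genes were higher, with 5 of 15 (6 adjusted over the list alone; median 0.77, adjusted p = 0.00157). *Myh8*, a myosin of skeletal muscle, had a log2 fold change of -2.16 and *Nppa*, of the cardiac atrium, one of 2.19 in the authors' deposited table. Of 17 cartilage genes, 8 were lower and 2 higher in the authors' deposited table (9 and 2 adjusted over the list alone; median -0.75, adjusted p = 0.00547, and 0.0527 in the derived comparison with heterozygous embryos). Of 20 proliferation genes, 1 was lower and 0 higher in the authors' deposited table (0 and 0 adjusted over the list alone; median 0.02, adjusted p = 0.705 in the downward direction, which differs in sign from the median).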

*Gene set enrichment analysis* (GSEA), an alternative software tool for the analysis on differentially expressed genes, gave similar results when compared to the performed DAVID analysis (Supplemental Tables 7 and 8).

To confirm the transcriptome data indicating an effect of the *Wwc2* KO on genes involved in Hippo signaling and angiogenesis, we used qRT-PCR analysis with RNA isolated from E11.5 control and homozygous *Wwc2* KO embryos. These experiments revealed an enhanced expression of the YAP target genes *Krt19, Cyr61*, and *Ctgf* in *Wwc2* KO embryos that likely resulted from a decreased Hippo signaling (Fig. 5C). Furthermore, a significantly upregulation of the angiogenesis-related genes *Pecam1, Vegfa*, and *Junb* in the *Wwc2* KO embryos was detected probably causing an imbalance in angiogenesis (Fig. 5C).

### Postnatal angiogenesis in the retina of mice with an endothelial-specific *Wwc2* KO

The data from the phenotypic analyses clearly revealed an impact of the ubiquitous *Wwc2* KO on angiogenesis inducing an early embryonic lethality. To gain more insight into the endothelial-specific function of *Wwc2* in postnatal angiogenesis, we next examined the growth of retinal vessels in the absence of *Wwc2* expression. For this approach, we crossed *Wwc2*^fl/fl^ mice with mice from a Cadherin 5 (Cdh5)-*Cre*ER^T2^ line in which endothelilal-specific activity of Cre recombinase is induced by Tamoxifen treatment^35^. To exclude a putative compensatory effect of *Wwc1* in the absence of *Wwc2* in endothelial cells, we included mice from a *Wwc1*^fl/fl^ -*Wwc2*^fl/fl^ line^14^ in these experiments.

Postnatally, *Cre*-mediated gene deletion was achieved through a triple intragastric Tamoxifen injection at P1–P3. *Cre*-negative animals were used as controls. At P6, mice were euthanized, and retinas were dissected for further analysis (Fig. 6A). Staining of retina flat mounts with Isolectin B4 (IB4) revealed a highly differentiated vessel network in control and *Wwc2* KO retina. However, retinas from *Wwc2* KO mice displayed an impaired vessel growth with hypersprouting and increased vessel density at the vascular front (Fig. 6B).

**Fig. 6:**
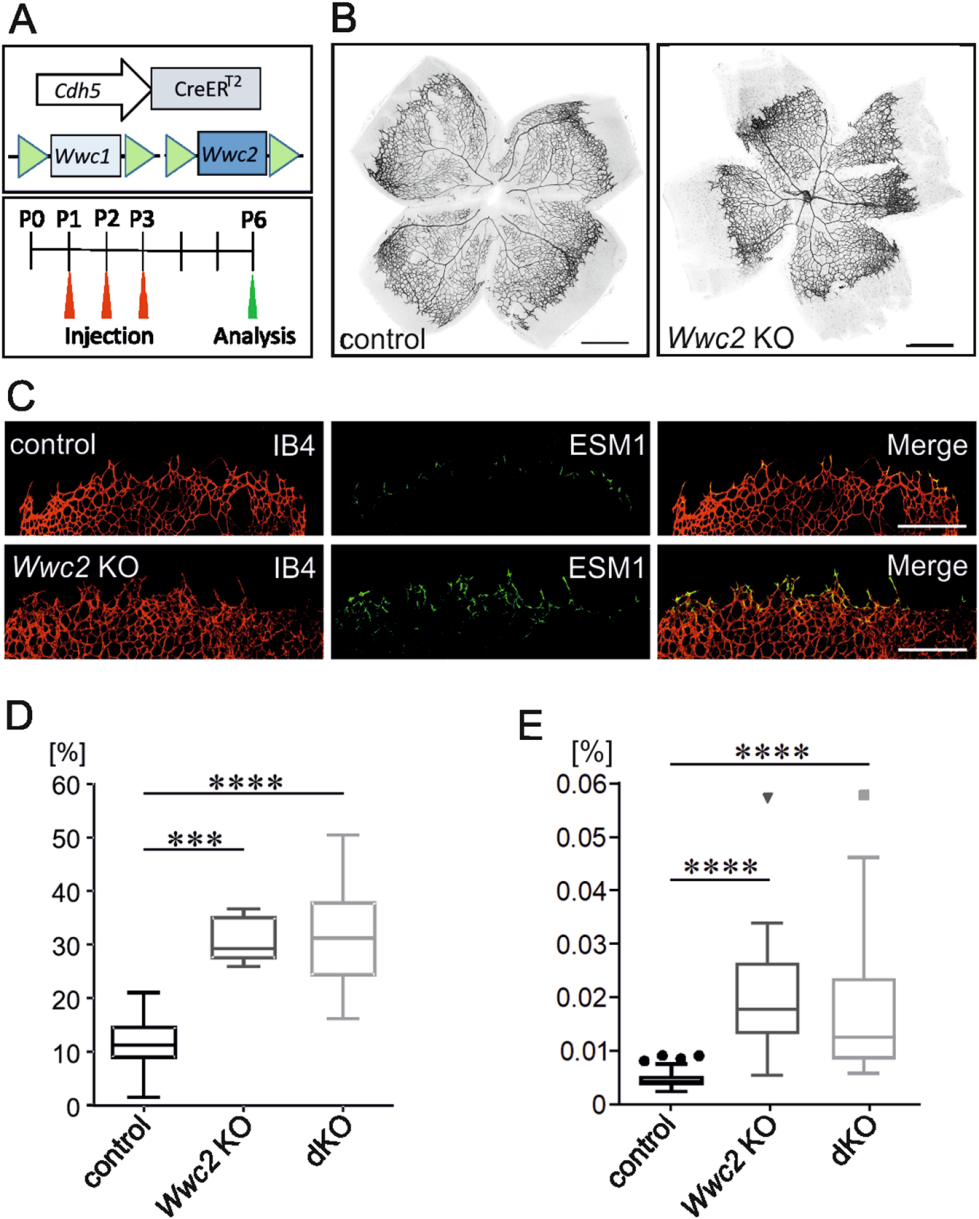
Disturbed postnatal angiogenesis and vascular hypersprouting in retina from *Wwc2* KO mice. **A** Scheme describing the endothelial-specific deletion of *Wwc1* and *Wwc2* in postnatal *Cdh5*-*Cre*ER^T2^ mice that was achieved by an intragastric Tamoxifen injection (50 µl of a Tamoxifen stem solution (1 mg/ml)) at P1–P3. At P6, mice were euthanized and retinas were dissected. **B** IB4-stained vessels in retina flat mounts from control and *Wwc2* KO mice. **C** Vascular front region in flat mounts stained for vessels (IB4) and leading tips cells (ESM1). **D** Percentage of the area of vascular hypersprouting compared to total vascular area in controls and *Wwc2* KO retinas. **E** Ratio of the number of vascular endpoints in relation to the total vessel length in controls and *Wwc2* KO retinas. Data in **D** and **E** are presented as box plots according to Tukey, i.e. whiskers have a maximum length of 1.5 interquartile length, and the symbols (circles, triangle, square) represent outliers. Statistical significance of differences is indicated as follows: ***p < 0.001, ****p < 0.0001.

Postnatal sprouting of vessels is controlled by a highly complex interplay between guiding tip cells and stalk cells^36,37^. Pathologic hypersprouting is frequently connected to an increased number of tip cells^38–40^. Indeed, staining of retina with IB4 and antibodies against the tip cell marker *Endothelial cell-specific molecule* (Esm1)^41^ demonstrated an increased number of tip cells in the vascular front region in *Wwc2* KO mice (Fig. 6C). A quantitative analysis of the observed retina phenotype revealed that the percentage of the vascular hypersprouting region in relation to the overall vascularized area was significantly higher in *Wwc2* KO mice when compared to controls. Double KO (dKO) of both *Wwc1* and *Wwc2* did not further enhance this effect (Fig. 6D). Another evidence of vascular hypersprouting in *Wwc2* KO retinas was the significantly enlarged number of vessel endpoints in relation to the total vessel length in the analyzed images (Fig. 6E). Again, there was no difference between WWC2 KO and double KO animals.

## Discussion

The Hippo signaling pathway is involved in the regulation of cell proliferation, apoptosis and organ growth. Besides the core kinase cascade, Hippo signaling is controlled through an increasing number of upstream regulators including the WWC proteins^10–12^. The WWC protein family was identified to induce LATS1/2 activity that promotes cytoplasmic retention of YAP in vitro^13^. Using KO mouse models*, Wwc1* and *Wwc2* were shown to have a Hippo pathway-dependent impact on postnatal organ growth and tumorigenesis. A hepatocyte-specific KO of *Wwc1* and *Wwc2*, but not of a single WWC protein, leads to liver overgrowth and subsequent carcinoma formation in mice^14^. These findings confirm the important role of WWC proteins for Hippo signaling in vivo and furthermore suggest a redundant function of the different WWC family members.

Besides its role in control of postnatal cell proliferation, Hippo signaling is required for processes during embryogenesis. Consequently, gene KO in mice affecting the Hippo pathway frequently result in embryonic lethality and resorption that mainly occur between E8.5 and E13.5^42–44^. Mouse embryos harboring a deletion of *Ww45* or *Mst1/2* display vasculature defects and growth retardation as well as a disturbed placental development^45,46^. Our report confirms the crucial role of the WWC gene family for Hippo signaling but further elucidate the specific role of *Wwc2* in early embryogenesis.

A *Wwc2* KO in mice leads embryonic lethality around day E11.5. Until this stage, embryonic morphogenesis, embryo segmentation, and organogenesis were present but in an impaired manner (Fig. 3). We speculate that *Wwc2* deficiency is probably tolerated within very early steps of embryogenesis but become crucial between E8.5 and E11.5. During this embryonic period, the development of the murine placenta takes place that ensures the supply of the fetus with nutrients and oxygen from the mother^26,28^. Indeed, *Wwc2* KO embryos showed a disturbed organization of placenta structures with impaired vessel formation and vascularization (Fig. 2). These placental defects seem to be an important, but not the exclusive reason for the observed embryonic lethality. Additionally, vascular development in the embryo proper and extraembryonic tissues was impaired. In control E11.5 embryos, cranial vasculature and the vessels in the yolk sac remodeled from a honeycomb-like structure to hierarchical tree-like structures with large and small blood vessels. However, vasculature in *Wwc2* KO embryos was still honeycomb-like with all vessels of similar size indicating failure of remodeling. Since embryo and extraembryonic tissues are highly connected and interdependent, the impaired vascularization within the *Wwc2* KO embryo might lead to disturbed blood circulation and (indirectly) to placental failure. Another scenario is based on defects in the placental vasculature that leads to malnutrition of the embryo, growth retardation and finally embryonic death. However, results of the tetraploid complementation assay indicate that even in conditions, when placental development was normal, KO of *Wwc2* in the embryo proper led to the death of the embryo.

YAP was shown to be essential for the formation of the vascular system in mice^40,47–49^. The vascular endothelial growth factor (VEGF) induces nuclear import and activation of YAP that results in enhanced transcription of the YAP target genes *Ctgf* and *Cyr61* activating angiogenesis^48,50^. Indeed, we demonstrated that deletion of *Wwc2* leads to increased levels of *Cyr61* and *Ctgf*, but also forces the expression of angiogenesis-related genes including *Vegfa, Pecam1* and *JunB* (Fig. 5C).

Recent studies revealed that vessel remodeling and vascular sprouting are sensitive to a deregulation of the Hippo pathway and YAP-dependent gene expression^47,49^. During the normal development of the murine vascular system, a honeycomb-like network of endothelial-lined, polygonal channels within the embryo and the yolk sac, and remodels to form a branched network of large and small vessels surrounded by smooth muscle cells. This process is described to be highly dependent on the expression of a variety of genes that are related to the Hippo pathway^40,51^. In the *Wwc2*-deficient embryos and yolk sacs, vessels are arranged in the described honeycomb-like network without any hierarchical architecture indicating a developmental arrest and a failure of vessel remodeling (Fig. 4). The altered distribution of vascular endothelial cells and pericytes surrounding the blood vessels strengthen these observations (Fig. 4) although *Wwc2* seems to be dispensable for the differentiation of endothelial cells or pericytes from their precursor cells itself.

Unexpectedly, our transcriptome study revealed a strongly upregulated expression of placenta-specific genes in the *Wwc2* KO embryo pointing to deregulation of cell fate determination at the preimplantation stage. In the blastocyst, proper differentiation of ICM and TE cell lineages depend on the expression of the transcriptional factor *Cdx2* that in turn requires nuclear YAP activity^2–5^. YAP is predominantly cytosolic in cells of the ICM, whereas in the TE cells, YAP displays a nuclear enrichment and induces the expression of genes associated with trophoblast specification including Cdx2^52^. Consequently, activity of the core kinase cascade within the Hippo pathway is low in TE cells but high in the ICM preventing nuclear YAP accumulation. 

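In KO embryos at E11.5, the transcription factor genes *Cdx2* and *Gata3* were higher than in wildtype embryos. *Cdx2* (chromosome 5 of GRCm38, 147300805 to 147307270), a factor of trophectoderm that the tail bud and hindgut also express, had a log2 fold change of 2.61 in the authors' deposited table (standard error 0.77, adjusted p = 0.00821). Its derived mean normalized count was 19.8 in wildtype, 17.9 in heterozygous and 120.4 in KO embryos, a log2 fold change of 2.75 in KO versus heterozygous embryos (adjusted p = 0.00506). *Gata3* (chromosome 2, 9857078 to 9890034), also expressed in the embryonic kidney ducts and ear, had 1.41 in the authors' deposited table (standard error 0.31, adjusted p = 3.52e-04), with derived means of 286, 314 and 761. *Tead4*, the partner of YAP in the trophectoderm, had 1.13 in the authors' deposited table (standard error 0.42, adjusted p = 0.0350). Of 15 genes of the tailbud and presomitic mesoderm, 5 were higher and 0 lower in the authors' deposited table (6 and 1 when adjusted over the list alone), among them *T*, *Tbx6*, *Fgf8* and *Cyp26a1* with log2 fold changes between 1.88 and 2.26. The median of these 15 genes was 0.15, and -0.10 after scaling by total counts, and the list did not pass limma's cameraPR (adjusted p = 0.125), while after scaling by total counts it passed as higher than the other genes (adjusted p = 0.0326). The embryos were of day 11.5, and blastocysts were not sequenced.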

In *Wwc2* KO embryos, we observed an upregulation of *Cdx2* and *Gata3* expression that points to a deregulation of the gene profile in ICM cells likely due to low LATS1/2 activity and accumulation of nuclear YAP at the blastocyst stage.

It is worth to note, that YAP activity at the blastocyst stage is also regulated by the Angiomotin (AMOT) family consisting of AMOT, Angiomotin-like protein 1 (AMOTL1) and Angiomotin-like protein 2 (AMOTL2)^53–55^. Angiomotins anchor YAP at the cytoskeleton preventing its nuclear import and transcriptional activity^56^. WWC2 was recently shown to prevent Angiomotins from proteasomal degradation^14^. Therefore, we speculate that loss of WWC2 expression does not only lead to decreased LATS1/2 activity but to lower Angiomotin levels both enhancing nuclear YAP activity in ICM cells.

A ubiquitous *Wwc2* KO led to various defects in development including a disturbed cell fate determination at the blastocyst state and deregulated vessel formation in the later steps of embryogenesis. In addition, our transcriptome approach and the gene set enrichment analysis of downregulated genes revealed an enrichment of GO terms related to the nervous system and brain development in *Wwc2* KO embryos (Supplementary Figs. 3 and 4). Upregulated genes were enriched in GO terms related to glycolysis, hypoxia, regulation of gene expression, and protein translation in *Wwc2* KO embryos (Supplementary Fig. 3). Most of these deregulated gene expression patterns might represent secondary effects caused by the disturbed angiogenesis and deficiencies in embryo nutrition. 

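Genes of the response to low oxygen were higher in KO than in wildtype embryos. Of 21 hypoxia-induced genes, 19 were higher and 0 lower in KO than in wildtype embryos in the authors' deposited table (20 when adjusted over the list alone), with a median log2 fold change of 3.07 (adjusted p = 4.75e-24 from limma's cameraPR). *Slc2a1*, the main glucose transporter of embryonic tissues, had a log2 fold change of 3.44 in the authors' deposited table (standard error 0.48, adjusted p = 7.17e-10), and its derived mean normalized count was 3954 in wildtype, 4054 in heterozygous and 42965 in KO embryos. *Pdk1* had 2.11 (standard error 0.27, adjusted p = 7.78e-12) in the authors' deposited table. The members *Mxi1* and *Lox* had 0.70 and 0.36 in the authors' deposited table and did not pass the test, nor did *Hif1a*, which is outside the list and whose protein is regulated by oxygen, with -0.19. Of 16 glycolysis enzymes, 14 were higher and 0 lower in the authors' deposited table (16 adjusted over the list alone; median 1.97, adjusted p = 1.56e-19 from cameraPR). *Ldha* had 2.22, *Pgk1* 2.53 and *Tpi1* 1.71 in the authors' deposited table, while *Hk1* and *Pfkm* had 0.64 and 0.43 and did not pass. In heterozygous versus wildtype embryos, the median log2 fold change was 0.01 for the glycolysis enzymes and 0.0037 for the hypoxia-induced genes. For translation, *Rpl41*, *Rps14* and *Rps3* had log2 fold changes of 1.31, 1.45 and 1.31 in the authors' deposited table. *Rpl21* and *Rpl7l1* had 0.63 and -0.41 and did not pass. Many ribosomal and glycolysis genes have processed pseudogenes that may take part of their reads. In the paper's view, most of these changes might be secondary to the disturbed angiogenesis and to poor nutrition of the embryo.

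**Figure D3:**
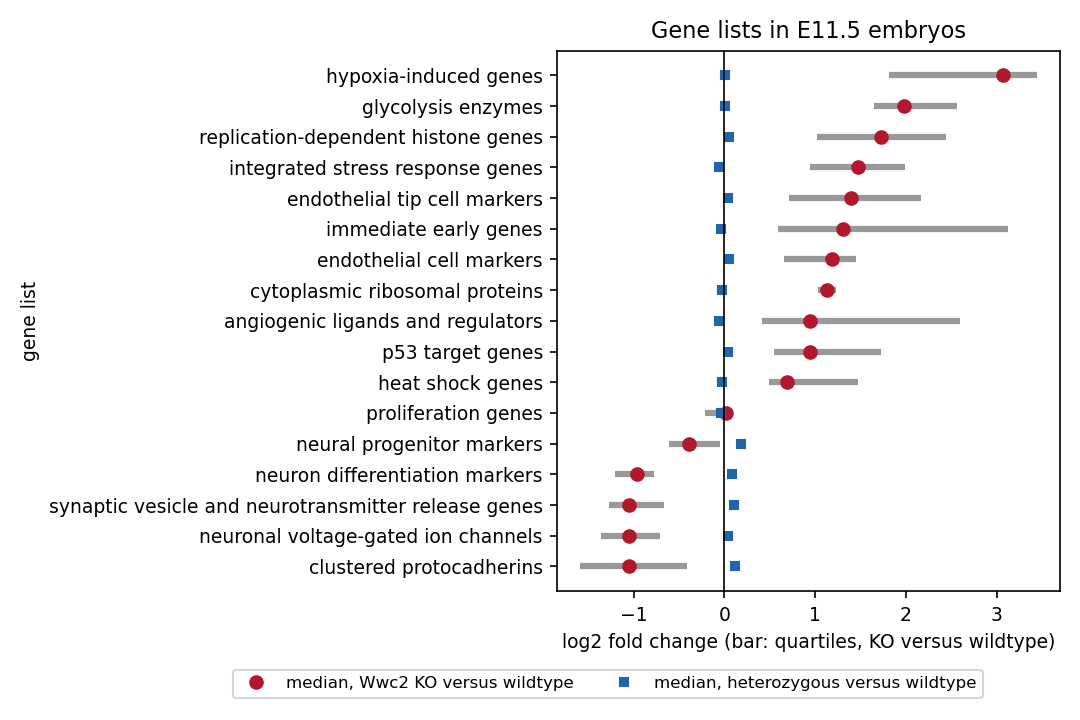
Median log2 fold changes (x axis) of gene lists (y axis) in KO versus wildtype (red circles, with gray bars from the first to the third quartile) and in heterozygous versus wildtype embryos (blue squares). Among the lists shown, the KO medians run from 3.07 for hypoxia-induced genes to -1.06 for clustered protocadherins, while the proliferation genes lie at 0.02.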

As a consequence, several survival mechanisms might be activated to compensate cell and tissue death and to prevent degeneration.

We propose that the impaired angiogenesis in *Wwc2* KO embryos is likely caused by an inhibited Hippo pathway and an enhanced YAP/TAZ transcriptional activity in endothelial cells. This hypothesis is supported by our studies on postnatal vessel formation in the retina from mice with an endothelial-specific *Wwc2* KO that demonstrated an increased proliferation of tip cells and vascular hypersprouting (Fig. 6B, C). Tip cells are located at the ends of angiogenic sprouts and their filopodial protrusions directed vessel growth toward angiogenic attractants^57–59^. Recent data showed that *Cyr61*, a known YAP/TAZ target gene, stimulates tip cell proliferation and activity^60^. Therefore, loss of endothelial *Wwc2* expression might activate YAP/TAZ-dependent *Cyr61* expression that in turn leads to enhanced tip cell activity and disturbed vessel sprouting.

In summary, the results presented here elucidate the function of *Wwc2* in embryogenesis and sprouting angiogenesis in mice and shed more light onto the role of the Hippo pathway on these processes. During the preparation of this manuscript, Virnicchi et al.^61^ presented data on the crucial role of *Wwc2* on cell proliferation during preimplantation of mouse embryos. Although their results partially differ from our data (likely due to the different experimental approach), this study further underlines the crucial role of *Wwc2* in mouse embryogenesis.

## Materials and methods

### Mice

Animal experiments were performed in accordance with national guidelines and were approved by the local authorities of North Rhine-Westphalia, Germany.

Generation of mice with a floxed *Wwc2* gene (*Wwc2*^fl/fl^) and mice harboring floxed *Wwc2* and *Wwc1* genes (*Wwc1*^fl/fl^-*Wwc2*^fl/fl^) were described before^14^. *Wwc2*^fl/fl^ mice were crossed with Phosphoglycerate kinase (*Pgk)* promotor-driven *Cre* deleter mice to obtain ubiquitous *Wwc2* deletion^19^. Crossing *Wwc2*^fl/fl^ mice with mice from a Zona occludens protein 3 (*Zp3*) promotor-driven *Cre* deleter line was used to remove both maternal and zygotic *Wwc2* expression^20^.

The Cadherin 5 (*Cdh5*)-*Cre*ER^T2^ mouse line, enabling an inducible endothel-specific activation of *Cre* expression, was described earlier^35^ and was a generous gift from R. Adams (Max-Planck-Institute for Molecular Biomedicine, Muenster, Germany). To generate a postnatal endothelial-specific knockout, mice were injected on postnatal day 1 (P1), P2, and P3 intragastric with 50 µl Tamoxifen (Sigma-Aldrich) at a concentration of 1 mg/mL in corn oil (Sigma-Aldrich).

### Genotyping

Genotyping was performed as described earlier^14^. In brief, ear clips or embryonic tissues were lysed in DirectPCR-Tail Lysis buffer (Peqlab/VWR, Germany) containing Proteinase K (Qiagen) for 12 h at 56 °C. Proteinase K was heat inactivated for 5 min at 95 °C. Lysates were centrifuged at 14,000 × *g* for 10 min and the supernatants were used for genotyping by PCR analysis. The used primers are listed in Supplementary Tab. 1.

### Generation of ES cell lines and tetraploid complementation assay

To establish embryonic stem (ES) cell lines, E3.5 blastocysts were flushed from uterus of *Zp3-Cre-*Wwc2^fl/fl^ female mice mated with *Wwc2*^KO/+^ male mice and cultured on gamma-ray inactivated mouse embryonic fibroblasts with a standard procedure^57^ after removal of the zonae pellucidae by acidic Tyrode’s solution (Sigma-Aldrich). From 37 blastocysts collected, 20 ES lines were established. Seven of ES cell lines showed the homozygous *Wwc2* ablation.

For the tetraploid complementation assay, two-cell embryos were flushed 42 h post-hCG from oviducts of mice with M2 medium and fused with a Cellfusion CF-150/B apparatus in a 250-μm gap electrode chamber (BLS Ltd., Budapest, Hungary) containing 0.3 M Mannitol with 0.1 mM MgSO_4_, 0.1 mM CaCl_2_, and 0.3% bovine serum albumin (Sigma-Aldrich). An initial electrical field of 2 V was applied to the embryos, followed by one peak pulse of 50 V for 35 μs. Embryos were washed and immediately transferred back into potassium simplex optimized medium (KSOM) medium^62^ in a 37 °C incubator. Fused tetraploid embryos were cultured overnight to four-cell stage and used for aggregation as reported with a slight modification^63^. Briefly, clumps of trypsin-treated ESCs (10–15 cells) were transferred into a dent in a drop of KSOM medium. Meanwhile, batches of 40–50 embryos were briefly incubated in acidified Tyrode’s solution until dissolution of their zonae pellucidae. Two embryos were placed in the dent next to cells to make one aggregate. All aggregates were assembled in this manner. After overnight culture at 37 °C in 5% CO_2_, blastocysts were transferred to each uterine horn of 2.5 days post coitum, pseudopregnant CD1 females that had been mated with vasectomized males. For cesarian derivation, recipient mothers were sacrificed at E19.5 and pups were quickly removed.

### Retina isolation

Isolation of retinas from postnatal mice and preparation of flat mounts were performed according to a published protocol^64^.

### Immunohistochemistry and immunofluorescence staining

Mouse embryos or placenta tissues were fixed in paraformaldehyde (PFA) for 4–24 h, washed with PBS, and embedded in Paraffin following standard procedures. Sections (4 µm) were deparaffinized in Tissue-Clear (Sakura Finetek, USA) for 20 min, and rehydrated by passage through a decreasing alcohol gradient into distilled water. The sections were stained with hematoxylin and eosin (H&E) or periodic acid Schiff (PAS) stain following standard staining protocols. The primary antibodies used are listed in Supplementary Tab. 2. Antibodies were diluted in 1% bovine serum albumin (BSA) in PBS and incubated overnight. As secondary antibody the Vectashield ABC system (Vector Laboratories) was used with DAB (Peroxidase Substrate Kit, Vector Laboratories) as a substrate.

For immunofluorescence staining, embryonic tissues, or placenta were embedded in O.C.T. (Sakura Finetek) and immediately frozen in a bath of super-cooled 2-methylbutane. The sections (7 µm) were fixed with PFA, pretreated with 0.2% Triton X-100 and blocked with 5% BSA in PBS for 1 h. Primary antibodies are listed in Table 2 of the supporting information. Antibodies were diluted in 1% BSA in PBS, applied to sections and incubated overnight at room temperature. To visualize antigens by immunofluorescence staining, the sections were washed with PBS and incubated with secondary antibodies coupled to fluorochromes (obtained from Invitrogen). Sections were analyzed using a fluorescence microscope (Zeiss, Observer Z1, HXP120, Axiocam MRm) and AxioVision 4.8 (Zeiss).

The whole mount immunostaining of PECAM1 in the embryos and yolk sac fixed in 4% PFA at 4 °C overnight was carried out as described earlier^65^. The vasculature in retinal flat mounts was visualized by IB4 staining. Tip cells were detected using antibodies against the ESM1 marker protein (Supplementary Table 2). For quantification of sprouting angiogenesis in the retina, digital images of the flat mounts were evaluated using Adobe Photoshop. Areas of normal vessel growth and hypersprouting were selected using the lasso and quick selection tools. Size of these areas measured in pixels was obtained from the histogram window. Quantitative analysis of the vascular network regarding vascular end points was performed in the selected areas using the free software AngioTool (National Institute of Health National Cancer Institute, Gaithersburg, MD).

### Whole mount in situ hybridization

For WISH, embryos were processed according to the protocol provided in the MAMEP database (http://mamep.molgen.mpg.de). The probe for *Wwc2* corresponds to nucleotides 2085-3230 of NM_133791.4. The probe template was produced by PCR with a reverse primer containing a T7 site for antisense transcription. A DIG-labeled probe was generated by in vitro transcription according to standard procedures, and staining was performed using BM Purple (Roche). Following the staining reaction, samples were postfixed and stored in 4% PFA/PBS. For imaging of WISH-stained embryos, a MZ16A dissection microscope (Leica) fitted with an AxioCam MRc5 (Carl Zeiss MicroImaging) was used in combination with the AxioVision Software (Carl Zeiss MicroImaging) for image processing.

### RNA isolation and quantitative RT-PCR reaction

Total RNA was isolated from embryonic or placental tissue using the GenElute Mammalian total RNA Miniprep Kit according to the manufacturer’s instructions. cDNA was synthesized using the Superscript III Reverse Transcriptase kit (Invitrogen). SYBR Green (Applied Biosystems) dye-based qRT-PCR was performed by the core facility genomics (University Hospital Münster, Germany) using CFX384 Touch (Biorad). The used primers are listed in Table 1 of the Supporting Information. Each cDNA sample was measured in triplicates and data are expressed relative to the housekeeping gene GAPDH. The samples from control and *Wwc2* KO mice were compared using the comparative C_T_ method (2^−ΔΔC^_T_ = [(C_T_ gene of interest – C_T_ internal control) sample – (C_T_ gene of interest – C_T_ internal control) sample B).

### Transcriptome analysis

In order to determine the changes in the transcriptome after *Wwc2* ablation, RNA from three wildtype, three heterozygous, and four homozygous *Wwc2* KO embryos at E11.5 was isolated and analyzed by RNAseq analysis. Library preparation of the total RNA was performed with the NEBNext Ultra RNA directional Kit and paired read sequencing was performed using a NextSeq^®^ 500 System with a read length of 1 × 80 bp. Using a molecular barcode, the samples were demultiplexed (bcl2fastq2) to fastq data and quality controlled (FastQC). Trimmomatic was used for adapter trimming and read filtering^66^. The resulting reads were aligned to the mouse reference genome (mm10) using Hisat2^67^ and the aligned reads were sorted using samtools^68^. The sorted and aligned reads were counted into genes using htsec-counts^69^. The test for differential expression were performed using the r-package deseq2^70^.

### Tissue extract preparation and western blot analysis

Tissue extract preparation from embryos was performed as described earlier^14^. In brief, tissues were lysed in ice-cold lysis buffer (20 mM Tris-HCl pH 7.4, 20 mM NaCl, 1 mM EDTA, 50 mM NaF, 10 mM Na_4_P_2_O_7_, 1% Triton-X-100) containing protease (Roche) and phosphatase (Sigma) inhibitors. After the lysates were centrifuged at 14,000 × *g* for 45 min, supernatants were removed and stored at −80 °C until further use. Western Blot analysis was performed using standard protocols. Antibodies used are listed in Supplementary Tab. 2.

### Statistical analysis

For statistical analysis, the software GraphPad Prism 5 was used to perform a paired two-tailed Student’s *t* test. Data describing vascular networks were evaluated using GraphPad Prism 7 (Kruskal–Wallis test and Dunn’s multiple comparisons test) and AngioTool^71^.

## Supplementary information

Combined supplementary information

## References

[1] Cockburn K, Rossant J (2010). Making the blastocyst: lessons from the mouse. J. Clin. Invest..

[2] Takaoka K, Hamada H (2012). Cell fate decisions and axis determination in the early mouse embryo. Development.

[3] Nishioka N (2009). The Hippo signaling pathway components Lats and Yap pattern Tead4 activity to distinguish mouse trophectoderm from inner cell mass. Dev. Cell.

[4] Wicklow E (2014). Hippo pathway members restrict SOX2 to the inner cell mass where it promotes ICM fates in the mouse blastocyst. PLoS Genet..

[5] Posfai E (2017). Position- and Hippo signaling-dependent plasticity during lineage segregation in the early mouse embryo. Elife.

[6] Sasaki H (2017). Roles and regulations of Hippo signaling during preimplantation mouse development. Dev. Growth Differ..

[7] Irvine KD, Harvey KF (2015). Control of organ growth by patterning and hippo signaling in Drosophila. Cold Spring Harb. Perspect. Biol..

[8] Misra JR, Irvine KD (2018). The Hippo signaling network and its biological functions. Annu. Rev. Genet..

[9] Fu V, Plouffe SW, Guan KL (2017). The Hippo pathway in organ development, homeostasis, and regeneration. Curr. Opin. Cell Biol..

[10] Ma S, Meng Z, Chen R, Guan KL (2019). The Hippo pathway: biology and pathophysiology. Annu. Rev. Biochem..

[11] Meng Z, Moroishi T, Guan KL (2016). Mechanisms of Hippo pathway regulation. Genes Dev..

[12] Bae SJ, Luo X (2018). Activation mechanisms of the Hippo kinase signaling cascade. Biosci. Rep..

[13] Wennmann DO (2014). Evolutionary and molecular facts link the WWC protein family to Hippo signaling. Mol. Biol. Evol..

[14] Hermann A (2018). WW and C2 domain-containing proteins regulate hepatic cell differentiation and tumorigenesis through the hippo signaling pathway. Hepatology.

[15] Zhang L (2014). KIBRA: In the brain and beyond. Cell Signal..

[16] Makuch L (2011). Regulation of AMPA receptor function by the human memory-associated gene KIBRA. Neuron.

[17] Vogt-Eisele A (2014). KIBRA (KIdney/BRAin protein) regulates learning and memory and stabilizes Protein kinase Mζ. J. Neurochem.

[18] Cao J (2019). The single-cell transcriptional landscape of mammalian organogenesis. Nature.

[19] Lallemand Y, Luria V, Haffner-Krausz R, Lonai P (1998). Maternally expressed PGK-Cre transgene as a tool for early and uniform activation of the Cre site-specific recombinase. Transgenic Res..

[20] Lan ZJ, Xu X, Cooney AJ (2004). Differential oocyte-specific expression of Cre recombinase activity in GDF-9-iCre, Zp3cre, and Msx2Cre transgenic mice. Biol. Reprod..

[21] Perez-Garcia V (2018). Placentation defects are highly prevalent in embryonic lethal mouse mutants. Nature.

[22] Papaioannou VE, Behringer RR (2012). Early embryonic lethality in genetically engineered mice: diagnosis and phenotypic analysis. Vet. Pathol..

[23] Rossant J, Cross JC (2001). Placental development: lessons from mouse mutants. Nat. Rev. Genet..

[24] Ward JM, Elmore SA, Foley JF (2012). Pathology methods for the evaluation of embryonic and perinatal developmental defects and lethality in genetically engineered mice. Vet. Pathol..

[25] Maltepe E, Bakardjiev AI, Fisher SJ (2010). The placenta: transcriptional, epigenetic, and physiological integration during development. J. Clin. Invest..

[26] Woods L, Perez-Garcia V, Hemberger M (2018). Regulation of placental development and its impact on fetal growth-new insights from mouse models. Front. Endocrinol..

[27] Rossant J, Hirashima M (2003). Vascular development and patterning: making the right choices. Curr. Opin. Genet. Dev..

[28] Hemberger M, Hanna CW, Dean W (2020). Mechanisms of early placental development in mouse and humans. Nat. Rev. Genet..

[29] Walentin K (2015). A Grhl2-dependent gene network controls trophoblast branching morphogenesis. Development.

[30] Tai-Nagara I (2017). Placental labyrinth formation in mice requires endothelial FLRT2/UNC5B signaling. Development.

[31] Azevedo Portilho N, Pelajo-Machado M (2018). Mechanism of hematopoiesis and vasculogenesis in mouse placenta. Placenta.

[32] Gertsenstein M (2015). Mouse embryos’ fusion for the tetraploid complementation assay. Methods Mol. Biol..

[33] Gheorghe C, Mohan S, Longo LD (2006). Gene expression patterns in the developing murine placenta. J. Soc. Gynecol. Investig..

[34] Soncin F (2018). Comparative analysis of mouse and human placentae across gestation reveals species-specific regulators of placental development. Development.

[35] Sörensen I, Adams RH, Gossler A (2009). DLL1-mediated Notch activation regulates endothelial identity in mouse fetal arteries. Blood.

[36] Ribatti D, Crivellato E (2012). “Sprouting angiogenesis”, a reappraisal. Dev. Biol..

[37] Chen W (2019). The endothelial tip-stalk cell selection and shuffling during angiogenesis. J. Cell Commun. Signal.

[38] Gerhardt H (2003). VEGF guides angiogenic sprouting utilizing endothelial tip cell filopodia. J. Cell Biol..

[39] Jakobsson L (2010). Endothelial cells dynamically compete for the tip cell position during angiogenic sprouting. Nat. Cell Biol..

[40] Kim J (2017). YAP/TAZ regulates sprouting angiogenesis and vascular barrier maturation. J. Clin. Invest..

[41] Rocha SF (2014). Esm1 modulates endothelial tip cell behavior and vascular permeability by enhancing VEGF bioavailability. Circ. Res..

[42] McPherson JP (2004). Lats2/Kpm is required for embryonic development, proliferation control and genomic integrity. EMBO J..

[43] Morin-Kensicki EM (2006). Defects in yolk sac vasculogenesis, chorioallantoic fusion, and embryonic axis elongation in mice with targeted disruption of Yap65. Mol. Cell Biol..

[44] Nishio M (2012). Cancer susceptibility and embryonic lethality in Mob1a/1b double-mutant mice. J. Clin. Invest..

[45] Lee JH (2008). A crucial role of WW45 in developing epithelial tissues in the mouse. EMBO J..

[46] Oh S (2009). Crucial role for Mst1 and Mst2 kinases in early embryonic development of the mouse. Mol. Cell Biol..

[47] Park JA, Kwon YG (2018). Hippo-YAP/TAZ signaling in angiogenesis. BMB Rep..

[48] Azad T, Ghahremani M, Yang X (2019). The Role of YAP and TAZ in angiogenesis and vascular mimicry. Cells.

[49] Boopathy GTK, Hong W (2019). Role of Hippo pathway-YAP/TAZ signaling in angiogenesis. Front. Cell Dev. Biol..

[50] Wang X (2017). YAP/TAZ orchestrate VEGF signaling during developmental angiogenesis. Dev. Cell.

[51] Sakabe M (2017). YAP/TAZ-CDC42 signaling regulates vascular tip cell migration. Proc. Natl Acad. Sci. USA.

[52] Chazaud C, Yamanaka Y (2016). Lineage specification in the mouse preimplantation embryo. Development.

[53] Bratt A (2005). Angiomotin regulates endothelial cell-cell junctions and cell motility. J. Biol. Chem..

[54] Hirate Y (2013). Polarity-dependent distribution of angiomotin localizes Hippo signaling in preimplantation embryos. Curr. Biol..

[55] Moleirinho S (2017). Regulation of localization and function of the transcriptional co-activator YAP by angiomotin. Elife.

[56] Mana-Capelli S, Paramasivam M, Dutta S, McCollum D (2014). Angiomotins link F-actin architecture to Hippo pathway signaling. Mol. Biol. Cell.

[57] Blanco R, Gerhardt HVEGF (2013). and Notch in tip and stalk cell selection. Cold Spring Harb. Perspect. Med..

[58] Betz C, Lenard A, Belting HG, Affolter M (2016). Cell behaviors and dynamics during angiogenesis. Development.

[59] Sewduth R, Santoro MM (2016). “Decoding” angiogenesis: new facets controlling endothelial cell behavior. Front. Physiol..

[60] Park MH (2019). CCN1 interlinks integrin and hippo pathway to autoregulate tip cell activity. Elife.

[61] Virnicchi G, Bora P, Gahurova L, Šušor A, Bruce AW (2020). Wwc2 is a novel cell division regulator during preimplantation mouse embryo lineage formation and oogenesis. Front. Cell Dev. Biol..

[62] Summers MC, McGinnis LK, Lawitts JA, Raffin M, Biggers JD (2000). IVF of mouse ovar in a simplex optimized medium supplemented with amino acids. Hum. Reprod..

[63] Nagy A, Rossant J, Nagy R, Abramow-Newerly W, Roder JC (1993). Derivation of completely cell culture-derived mice from early-passage embryonic stem cells. Proc. Natl Acad. Sci. USA.

[64] Pitulescu ME, Schmidt I, Benedito R, Adams RH (2010). Inducible gene targeting in the neonatal vasculature and analysis of retinal angiogenesis in mice. Nat. Protoc..

[65] Wu ZQ (2014). A Snail1/Notch1 signalling axis controls embryonic vascular development. Nat. Commun..

[66] Bolger, A. M., Lohse, M., & Usadel, B. Trimmomatic: a flexible trimmer for Illumina Sequence Data. Bioinformatics 2014;btu170.10.1093/bioinformatics/btu170PMC410359024695404

[67] Langmead B, Salzberg S (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[68] Li H (2011). A statistical framework for SNP calling, mutation discovery, association mapping and population genetical parameter estimation from sequencing data. Bioinformatics.

[69] Anders S, Pyl TP, Huber W (2015). HTSeq-A Python framework to work with high-throughput sequencing data. Bioinformatics.

[70] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[71] Zudaire E., Gambardella L., Kurcz C., Vermeren S. A computational tool for quantitative analysis of vascular networks. *PLoS ONE* 2011;6e2738510.1371/journal.pone.0027385PMC321798522110636

# Supplementary material for: The Hippo pathway component Wwc2 is a key regulator of embryonic development and angiogenesis in mice
**Source:** Cell Death Dis. 2021 Jan 22;12(1):117. doi: 10.1038/s41419-021-03409-0
**Supplement:** Supplementary file 1 — Combined supplementary information

**SUPPLEMENTARY INFORMATION**

### Supplementary Table 1: Primer used for genotyping and qPCR-RT analysis

**Genoyting**

| Gene | Sequence |
| --- | --- |
| WWC1 geno 1/2 fwd | TCAGTGCTAGTGAACTGCTGC |
| WWC1 geno 1 rev | CTCACAGGAGGGGCTTGGATGC |
| WWC1 geno 2 rev | GGATGGCTACACGGATGTTCC |
| WWC2 29 fwd | TGCTTGGCTGGAGCTG |
| WWC2 33 fwd | AGTTCTCTCGGTCTCG |
| WWC2 34 rev | CAAACCAGAACTGAGC |
| WWC2F31 | ACTGCTTGGCTGTGTTAGAGC |
| WWC2F88 | CAGTGGGGCTGTGTCTATGG |
| WWC2R1074 | ATCCTCAGGCAGACCTAAACC |
| Cre PCR fwd | GACCAGGTTCGTTCACTCA |
| Cre PCR rev | TAGCGCCGTAAATCAA |

**qRT-PCR**

| Gene | Forward Primer | Reverse Primer |
| --- | --- | --- |
| Birc5 | GAACCCGATGACAACCCGAT | TGGTCTCCTTTGCAATTTTGTTC |
| Ctgf | CCTAGCTGCCTACCGACTG | CAAACTTGACAGGCTTGGCG |
| Cyr61 | CACTGAAGAGGCTTCCTGTCTT | GATCCGGGTCTCTTTCACCA |
| Gapdh | TGGCCTTCCGTGTTCCTACC | GGTCCTCAGTGTAGCCCAAGATG |
| Flt1 | GAGGAGGATGAGGGTGTCTATAGGT | GTGATCAGCTCCAGGTTTGACTT |
| Junb | AGGTGAAGACACTCAAGGCTGAGAA | TGACATGGGTCATGACCTTCTGCTT |
| Krt19 | GGGGGTTCAGTACGCATTGG | GAGGACGAGGTCACGAAGC |
| Pecam1 | AGGCTTGCATAGAGCTCCAG | TTCTTGGTTTCCAGCTATGG |
| Vegfa | CGATTGAGACCCTGGTGGAC | ATCCGCATGATCTGCATGGT |
| Wwc2 | CCAGGACGCACTCAGGAC | GCTAGATGAAGACCCTGAGAAGA |

### Supplementary Table 2: Antibodies and antibody conjugates used in this study

**Primary antibodies**

| Antigen | Supplier/Reference | Host |
| --- | --- | --- |
| pan-cytokeratin (CK) | Santa Cruz Biotechnology, Inc., Heidelberg, Germany | mouse |
| PECAM1 | BD Biosciences, CA, USA | rat |
| SMA | Sigma-Aldrich Chemie GmbH, Munich, Germany | mouse |
| WWC2 | Hermann et al., 2019 | rabbit |

### Secondary antibodies

| Antibody conjugates and Antigen | Supplier |
| --- | --- |
| Alexa Fluor® 488 - α-Mouse IgG | Invitrogen, Darmstadt, Germany |
| Alexa Fluor® 488 - α-Rabbit IgG | Invitrogen, Darmstadt, Germany |
| Alexa Fluor® 488 - α-Rat IgG | Invitrogen, Darmstadt, Germany |
| Alexa Fluor® 594 - α-Mouse IgG | Invitrogen, Darmstadt, Germany |
| Alexa Fluor® 594 - α-Rabbit IgG | Invitrogen, Darmstadt, Germany |
| Alexa Fluor® 594 - α-Rat IgG | Invitrogen, Darmstadt, Germany |
| HRP - α-Mouse IgG | Jackson Immunoresearch Laboratories, Inc., Suffolk, GB |
| HRP - α-Rabbit IgG | Jackson Immunoresearch Laboratories, Inc., Suffolk, GB |
| Biotin-conjugated rabbit anti-rat IgG | Dianova GmbH, Hamburg, Germany |

| Conjugates | Supplier |
| --- | --- |
| IB4 (biotinylated) | Vector Laboratories, Burligame, USA |
| Streptavidin-Cy3 | Sigma-Aldrich Chemie GmbH, Munich, Germany |

**Supplementary Table 3: Genotype analysis of embryos at different stages of development.**

|  | **Total** | **+/+** | **+/-** | **-/-** |
| --- | --- | --- | --- | --- |
| **E13.5** | 25 | 10 | 14 | 1 |
| **E12.5** | 17 | 6 | 10 | 1 |
| **E11.5** | 221 | 34 | 134 | 53 |
| **E10.5** | 16 | 2 | 9 | 5 |
| **E9.5** | 75 | 11 | 48 | 16 |
| **E8.5** | 65 | 3 | 41 | 21 |
| **E6.5** | 45 | 1 | 18 | 26 |

E, Embryonic day; +/+, WWC2 wildtype (= Zp3-cre-WWC2^+/+^); -/+, heterozygous WWC2 KO (Zp3-cre-WWC2^fl/+^); -/-, homozygous WWC2 KO (= Zp3-cre-WWC2^fl/fl^).

**Supplementary Table 4**: **Results from the tetraploid complementation assay.**

Es cells with heterozygous (+/-) or homozygous (-/-) WWC2 KO were used for the aggregation assay and blastocysts were transferred into the uterus of pseudopregnant mice. No E19.5 embryos were found when WWC2 -/- Es cells were used.

| ES cell line | Aggregated cells | Tranferred blastocytes | E19.5 embryos |
| --- | --- | --- | --- |
| B3 (WWC2 -/+) | 43 | 43 | 16 |
| A1 (WWC2-/-) | 44 | 44 | 0 |
| C3 (WWC2-/-) | 27 | 27 | 0 |
| D3 (WWC2-/-) | 44 | 44 | 0 |

**Supplementary Table 5:** List of the 30 most upregulated genes in WWC2 KO embryos (E11.5) with FDR corrected p-value < 0.05. Genes normaly expressed in the placenta are marked in red.

| **#** | **Gene** | **Log2(Fold change)** | **Full name** |
| --- | --- | --- | --- |
| 1 | **Enpp7** | 7,597 | ectonucleotide pyrophosphatase/phosphodiesterase 7 |
| 2 | **Psg18** | 7,583 | pregnancy specific glycoprotein 18 |
| 3 | **Hspa1a** | 7,488 | heat shock protein 1A |
| 4 | **Prl7c1** | 7,452 | prolactin family 7, subfamily c, member 1 |
| 5 | **Psg21** | 7,357 | pregnancy-specific glycoprotein 21 |
| 6 | **Psg27** | 7,185 | pregnancy-specific glycoprotein 27 |
| 7 | **Ceacam12** | 7,019 | carcinoembryonic antigen-related cell adhesion molecule 12 |
| 8 | **Psg16** | 6,966 | pregnancy specific glycoprotein 16 |
| 9 | **Tpbpb** | 6,906 | trophoblast specific protein beta |
| 10 | **Psg23** | 6,881 | pregnancy-specific glycoprotein 23 |
| 11 | **Psg-ps1** | 6,819 | pregnancy specific glycoprotein, pseudogene 1 |
| 12 | **Mmp1a** | 6,742 | matrix metallopeptidase 1a (interstitial collagenase) |
| 13 | **Ceacam14** | 6,724 | carcinoembryonic antigen-related cell adhesion molecule 14 |
| 14 | **Prl8a8** | 6,610 | prolactin family 8, subfamily a, member 81 |
| 15 | **Psg17** | 6,542 | pregnancy specific glycoprotein 17 |
| 16 | **Ido1** | 6,526 | indoleamine 2,3-dioxygenase 1 |
| 17 | **Prl7b1** | 6,521 | prolactin family 7, subfamily b, member 1 |
| 18 | **Psg25** | 6,493 | pregnancy-specific glycoprotein 25 |
| 19 | **Cts3** | 6,488 | cathepsin 3 |
| 20 | **Gm3383** | 6,457 | predicted gene 3383 |
| 21 | **Ceacam13** | 6,453 | carcinoembryonic antigen-related cell adhesion molecule 13 |
| 22 | **Prl7a2** | 6,436 | prolactin family 7, subfamily a, member 2 |
| 23 | **Ccr1l1** | 6,419 | chemokine (C-C motif) receptor 1-like 1 |
| 24 | **Ceacam11** | 6,415 | carcinoembryonic antigen-related cell adhesion molecule 11 |
| 25 | **Psg28** | 6,405 | pregnancy-specific glycoprotein 28 |
| 26 | **Ctsm** | 6,377 | cathepsin M |
| 27 | **Ube2d2b** | 6,333 | ubiquitin-conjugating enzyme E2D 2B |
| 28 | **Tpbpa** | 6,326 | trophoblast specific protein alpha |
| 29 | **Cyp24a1** | 6,287 | cytochrome P450, family 24, subfamily a, polypeptide 1 |
| 30 | **Ceacam5** | 6,226 | carcinoembryonic antigen-related cell adhesion molecule 5 |

**Supplementary Table 6:** List of the 30 most downregulated genes in WWC2 KO embryos (E11.5) with FDR corrected p-value < 0.05. Genes with a function in the nervous system are marked in red.

| **#** | **Gene** | **Log2(Fold change)** | | **Full name** |
| --- | --- | --- | --- | --- |
| 1 | **Neurod6** | -4,574 | | neurogenic differentiation 6 |
| 2 | **Enam** | -4,376 | | enamelin |
| 3 | **Tm4sf4** | -3,636 | | transmembrane 4 superfamily member 4 |
| 4 | **Cyp2d10** | -3,478 | | cytochrome P450, family 2, subfamily d, polypeptide 10 |
| 5 | **Agxt** | -3,464 | | alanine-glyoxylate aminotransferase |
| 6 | **C8b** | -3,333 | | complement component 8, beta polypeptide |
| 7 | **Hbq1a** | -3,237 | | hemoglobin, theta 1A |
| 8 | **Crybb1** | -3,220 | | crystallin, beta B1 |
| 9 | **Crybb3** | -3,190 | | crystallin, beta B3 |
| 10 | **Kcns2** | -3,136 | | K+ voltage-gated channel, subfamily S, 2 |
| 11 | **Crh** | -3,099 | | corticotropin releasing hormone |
| 12 | **F830016B08Rik** | | -3,060 | RIKEN cDNA F830016B08 gene |
| 13 | **Cryba1** | -2,917 | | crystallin, beta A1 |
| 14 | **Kera** | -2,914 | | keratocan |
| 15 | **Npy** | -2,892 | | neuropeptide Y |
| 16 | **Pcdha9** | -2,875 | | protocadherin alpha 9 |
| 17 | **Gja8** | -2,870 | | gap junction protein, alpha 8 |
| 18 | **Timd4** | -2,852 | | T cell immunoglobulin and mucin domain containing 4 |
| 19 | **Serpina6** | -2,848 | | serine (or cysteine) peptidase inhibitor, clade A, member 6 |
| 20 | **9830132P13Rik** | -2,808 | | RIKEN cDNA 9830132P13 gene |
| 21 | **Pnlip** | -2,748 | | pancreatic lipase |
| 22 | **Matn4** | -2,746 | | matrilin 4 |
| 23 | **C8a** | -2,719 | | complement component 8, alpha polypeptide |
| 24 | **Alb** | -2,716 | | albumin |
| 25 | **Neurod2** | -2,695 | | neurogenic differentiation 2 |
| 26 | **Matn1** | -2,645 | | matrilin 1, cartilage matrix protein |
| 27 | **Ugt2b35** | -2,605 | | UDP glucuronosyltransferase 2 family, polypeptide B35 |
| 28 | **Scn10a** | -2,591 | | sodium channel, voltage-gated, type X, alpha |
| 29 | **Mir483** | -2,575 | | microRNA 483 |
| 30 | **Ngp** | -2,568 | | neutrophilic granule protein |

**Supplementary Table 7: Positive enriched gene sets identified using GSEA.**

The GSEA of the DEG against 6157 gene sets of Gene Ontology: Biological Process used in this analysis resulted in 504 positive and 252 negative enriched genes sets significant at FDR < 25% (False Discovery Rate). The top 30 enriched gene sets with the highest NES (normalized enrichment score) are shown. Results were compared to the pervious analysis with the DAVID annotation Tool. Identical gene sets are marked in red, gene sets leading to a similar conclusion are marked in yellow.

|  | **Gene Set** | **NES** | **FDR** |
| --- | --- | --- | --- |
| 1 | GO_PLACENTA_DEVELOPMENT | 2.73 | 0.000 |
| 2 | GO_MULTI_MULTICELLULAR_ORGANISM_PROCESS | 2.69 | 0.000 |
| 3 | GO_RESPONSE_TO_BACTERIUM | 2.45 | 0.005 |
| 4 | GO_EMBRYONIC_PLACENTA_DEVELOPMENT | 2.43 | 0.005 |
| 5 | GO_CYTOKINE_MEDIATED_SIGNALING_PATHWAY | 2.41 | 0.005 |
| 6 | GO_REGULATION_OF_GENE_SILENCING | 2.38 | 0.007 |
| 7 | GO_EMBRYO_IMPLANTATION | 2.35 | 0.010 |
| 8 | GO_INFLAMMATORY_RESPONSE | 2.35 | 0.009 |
| 9 | GO_RESPONSE_TO_BIOTIC_STIMULUS | 2.34 | 0.008 |
| 10 | GO_REPRODUCTIVE_SYSTEM_DEVELOPMENT | 2.33 | 0.008 |
| 11 | GO_CELL_DIFFERENTIATION_INVOLVED_IN_EMBRYONIC_PLACENTA_DEVELOPMENT | 2.32 | 0.008 |
| 12 | GO_TOLERANCE_INDUCTION | 2.28 | 0.013 |
| 13 | GO_DEFENSE_RESPONSE | 2.27 | 0.014 |
| 14 | GO_RESPONSE_TO_MOLECULE_OF_BACTERIAL_ORIGIN | 2.26 | 0.014 |
| 15 | GO_MULTI_ORGANISM_PROCESS | 2.25 | 0.015 |
| 16 | GO_POSITIVE_REGULATION_OF_LEUKOCYTE_CHEMOTAXIS | 2.22 | 0.020 |
| 17 | GO_LIPID_CATABOLIC_PROCESS | 2.22 | 0.021 |
| 18 | GO_NEGATIVE_REGULATION_OF_DNA_BINDING_TRANSCRIPTION_FACTOR_ACTIVITY | 2.21 | 0.022 |
| 19 | GO_REPRODUCTION | 2.20 | 0.022 |
| 20 | GO_CELLULAR_RESPONSE_TO_OXYGEN_LEVELS | 2.20 | 0.022 |
| 21 | GO_ANTERIOR_POSTERIOR_PATTERN_SPECIFICATION | 2.19 | 0.023 |
| 22 | GO_REGULATION_OF_CELL_CELL_ADHESION | 2.17 | 0.027 |
| 23 | GO_RESPONSE_TO_EXTRACELLULAR_STIMULUS | 2.16 | 0.027 |
| 24 | GO_POSITIVE_REGULATION_OF_INTERLEUKIN_8_PRODUCTION | 2.16 | 0.026 |
| 25 | GO_GENE_SILENCING | 2.16 | 0.026 |
| 26 | GO_RESPONSE_TO_OXYGEN_LEVELS | 2.16 | 0.026 |
| 27 | GO_OXIDATION_REDUCTION_PROCESS | 2.14 | 0.031 |
| 28 | GO_BLOOD_VESSEL_MORPHOGENESIS | 2.13 | 0.031 |
| 29 | GO_DEFENSE_RESPONSE_TO_OTHER_ORGANISM | 2.12 | 0.034 |
| 30 | GO_VASCULATURE_DEVELOPMENT | 2.12 | 0.034 |

**Supplementary Table 8: Negative enriched gene sets identified using GSEA.**

The top 30 negativly enriched gene sets with the highest NES (normalized enrichment score) are shown. Results were compared to the pervious analysis with the DAVID annotation Tool. Identical gene sets are marked in red, gene sets leading to a similar conclusion are marked in yellow. (FDR=False Discovery Rate).

|  | GS | NES | FDR |
| --- | --- | --- | --- |
| 1 | GO_SYNAPTIC_SIGNALING | -4.56 | 0.000 |
| 2 | GO_SYNAPSE_ORGANIZATION | -4.10 | 0.000 |
| 3 | GO_SYNAPSE_ASSEMBLY | -4.07 | 0.000 |
| 4 | GO_REGULATION_OF_ION_TRANSMEMBRANE_TRANSPORT | -3.76 | 0.000 |
| 5 | GO_NEURON_DIFFERENTIATION | -3.49 | 0.000 |
| 6 | GO_GLUTAMATE_RECEPTOR_SIGNALING_PATHWAY | -3.48 | 0.000 |
| 7 | GO_REGULATION_OF_SYNAPSE_STRUCTURE_OR_ACTIVITY | -3.45 | 0.000 |
| 8 | GO_PROTEIN_LOCALIZATION_TO_SYNAPSE | -3.36 | 0.000 |
| 9 | GO_REGULATION_OF_TRANS_SYNAPTIC_SIGNALING | -3.34 | 0.000 |
| 10 | GO_REGULATION_OF_NERVOUS_SYSTEM_DEVELOPMENT | -3.33 | 0.000 |
| 11 | GO_REGULATION_OF_NEURON_DIFFERENTIATION | -3.29 | 0.000 |
| 12 | GO_POSITIVE_REGULATION_OF_NERVOUS_SYSTEM_DEVELOPMENT | -3.29 | 0.000 |
| 13 | GO_REGULATION_OF_NEUROTRANSMITTER_RECEPTOR_ACTIVITY | -3.26 | 0.000 |
| 14 | GO_PROTEIN_TARGETING_TO_MEMBRANE | -3.26 | 0.000 |
| 15 | GO_NEUROGENESIS | -3.25 | 0.000 |
| 16 | GO_DENDRITE_DEVELOPMENT | -3.25 | 0.000 |
| 17 | GO_ADULT_BEHAVIOR | -3.25 | 0.000 |
| 18 | GO_REGULATION_OF_SYNAPSE_ASSEMBLY | -3.16 | 0.000 |
| 19 | GO_RECEPTOR_LOCALIZATION_TO_SYNAPSE | -3.15 | 0.000 |
| 20 | GO_NEURON_DEVELOPMENT | -3.14 | 0.000 |
| 21 | GO_REGULATION_OF_TRANSMEMBRANE_TRANSPORT | -3.14 | 0.000 |
| 22 | GO_VESICLE_MEDIATED_TRANSPORT_IN_SYNAPSE | -3.13 | 0.000 |
| 23 | GO_REGULATION_OF_SYNAPTIC_VESICLE_CYCLE | -3.12 | 0.000 |
| 24 | GO_REGULATION_OF_GLUTAMATE_RECEPTOR_SIGNALING_PATHWAY | -3.03 | 0.000 |
| 25 | GO_NERVOUS_SYSTEM_PROCESS | -3.02 | 0.000 |
| 26 | GO_PRESYNAPSE_ORGANIZATION | -3.01 | 0.000 |
| 27 | GO_ESTABLISHMENT_OF_PROTEIN_LOCALIZATION_TO_ENDOPLASMIC_RETICULUM | -3.00 | 0.000 |
| 28 | GO_PROTEIN_LOCALIZATION_TO_ENDOPLASMIC_RETICULUM | -3.00 | 0.000 |
| 29 | GO_NEUROTRANSMITTER_SECRETION | -2.98 | 0.000 |
| 30 | GO_COTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE | -2.98 | 0.000 |

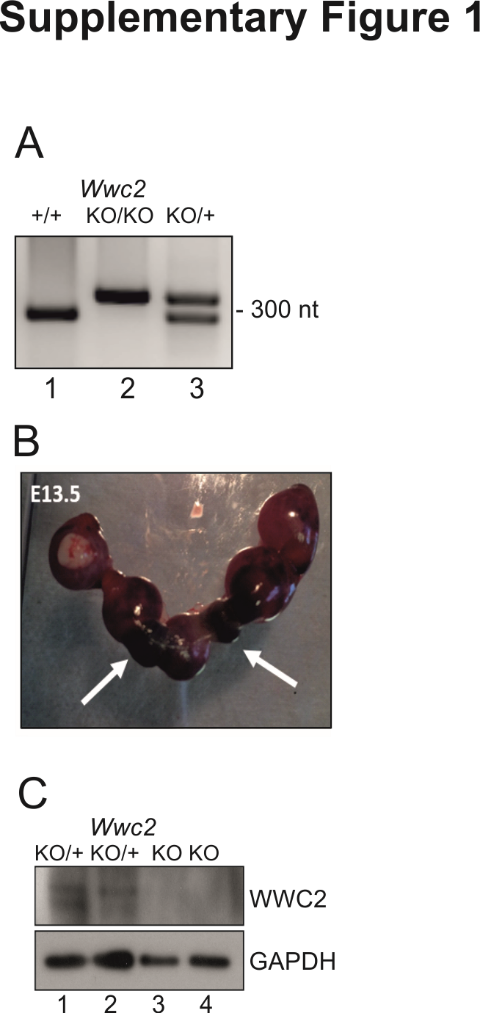

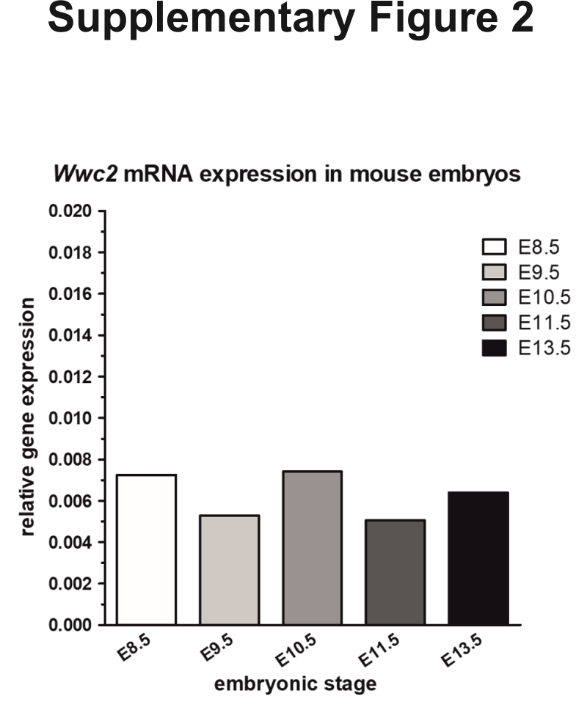

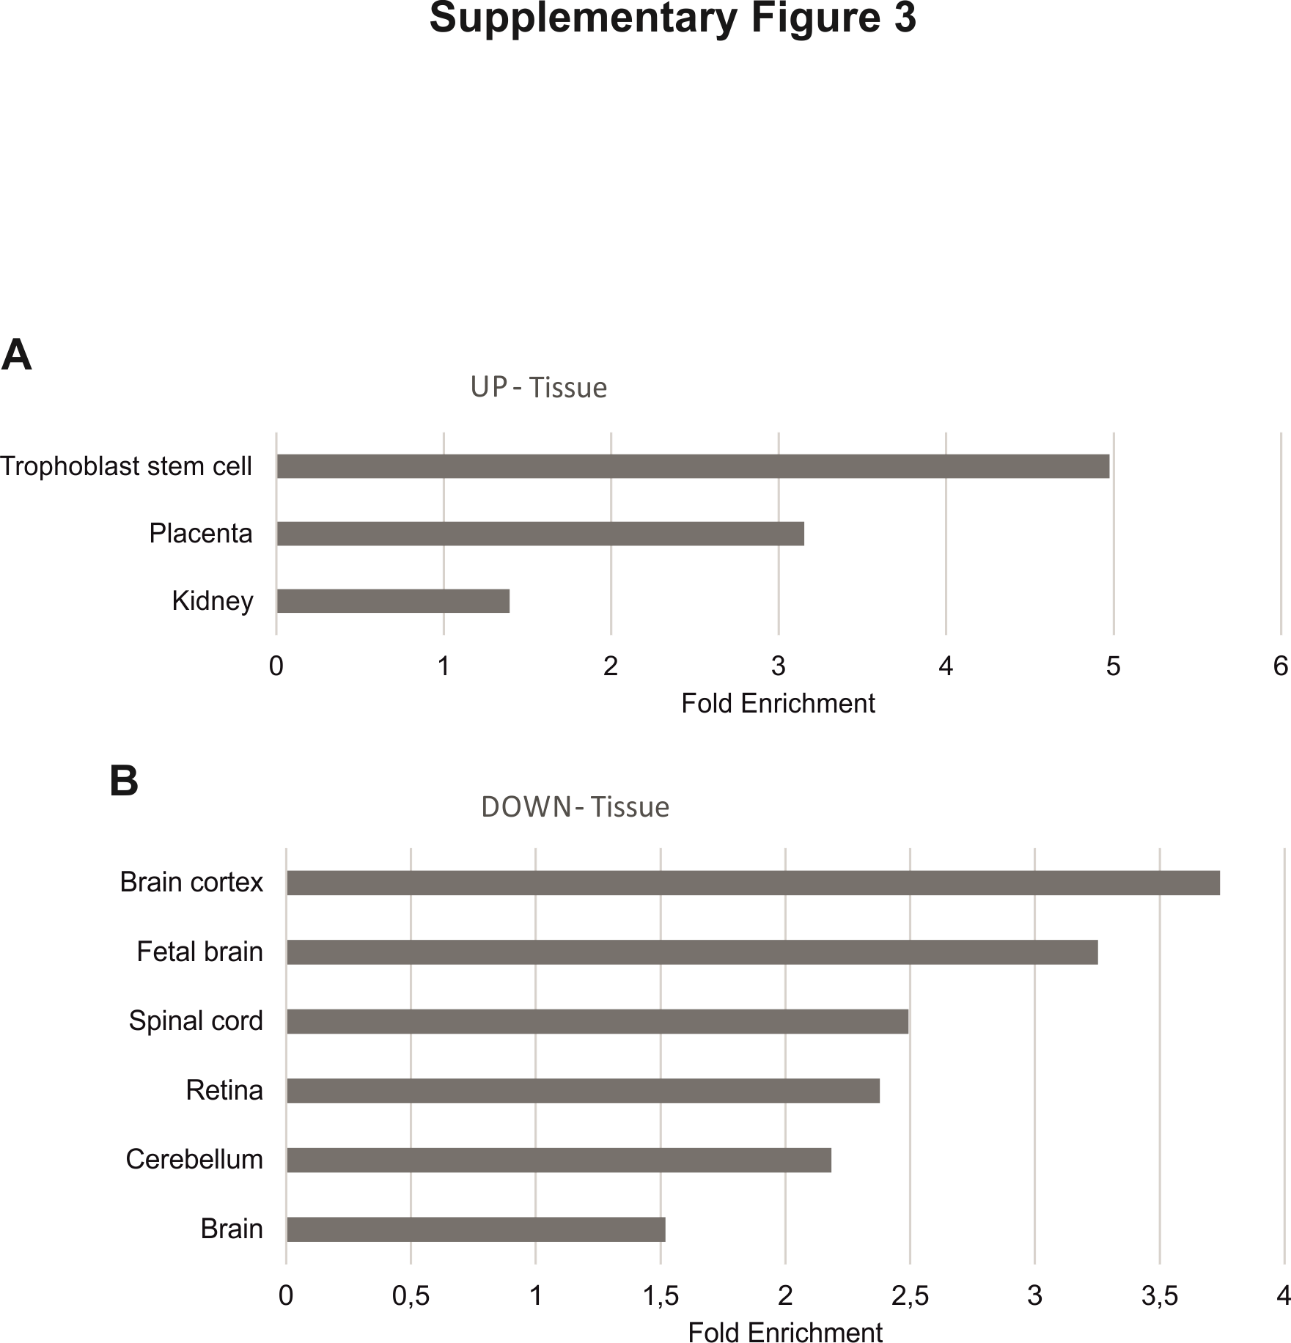

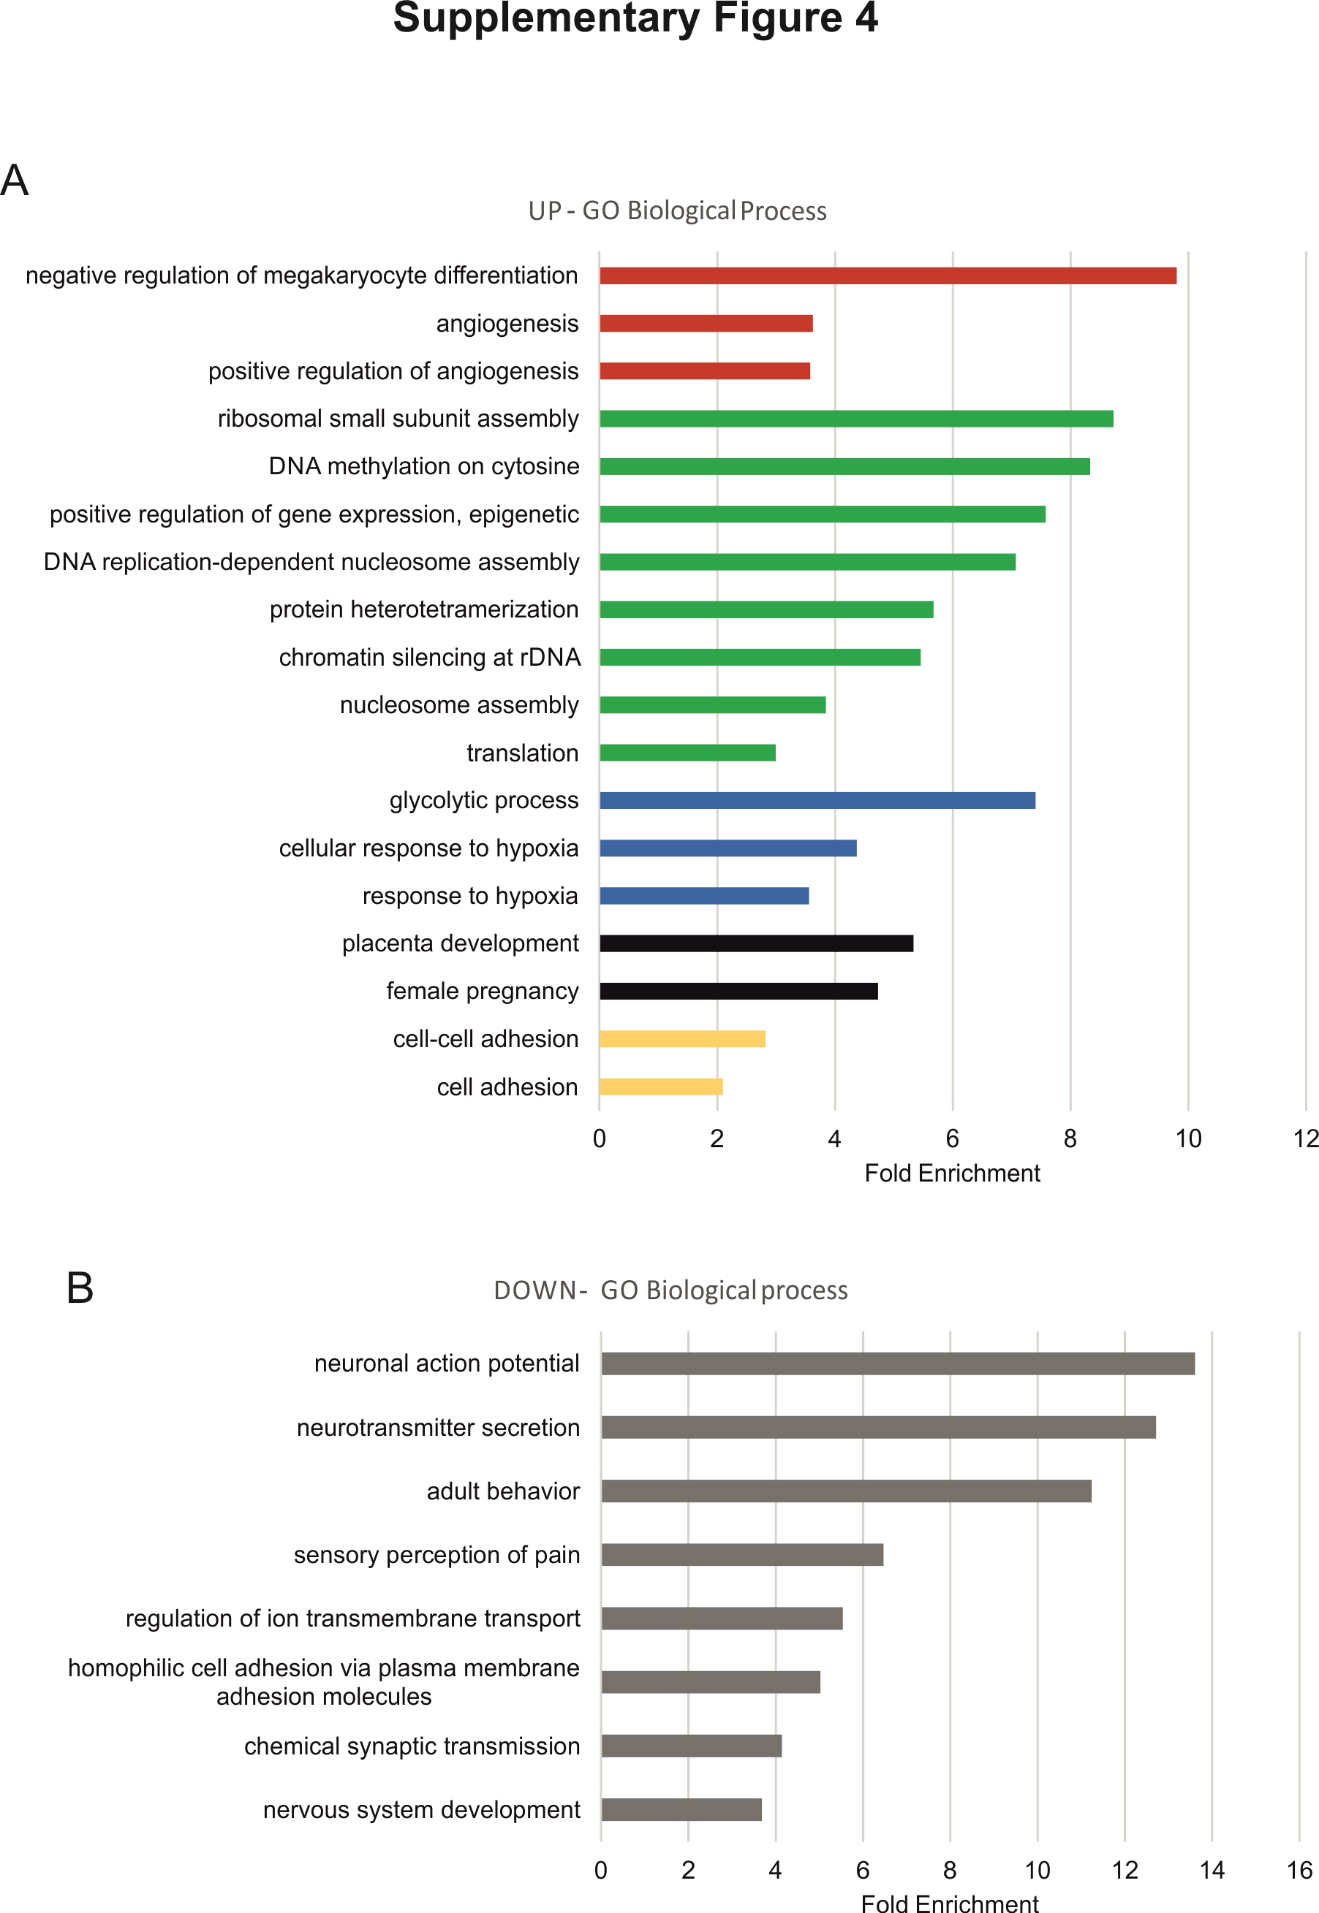

**Supplementary Figure Legends**

**Supplementary Figure S1: Characterization of the Wwc2 KO phenotype in dissected embryos**

**A)** Genotyping of genomic DNA from E11.5 embryos. PCR products corresponding to samples from Wwc2 wildtype (+/+: 267 bp, lane 1), homozygous Wwc2 KO (KO/KO: 325 bp, lane 2) and Wwc2 heterozygous KO embryos (KO/+: 267 bp and 325 bp, lane 3) are indicated. **B)** Exemplary presentation of an isolated mouse uterus with embryos at E13.5. Arrows indicate the presence of degenerated Wwc2 KO embryos. **C)** Western blot analysis with samples from E11.5 embryos indicates the lack of WWC2 protein in the Wwc2 KO lysates (lanes 3 and 4). GAPDH detection served as an internal loading control.

**Supplementary Figure S2: *Wwc2* mRNA expression during mouse embryogenesis**

Whole mRNA was isolated from wild type mouse embryos at embryonal stages E8.5 to E13.5 and was used for qRT-PCR analysis on *Wwc2* expression. For this approach, three embryos from the specific embryonic stages were pooled and isolated mRNA were used for qRT-PCR.

**Supplementary Figure 3: Tissue-specific gene set enrichment analysis of the up- and downregulated genes in Wwc2-deficient embryos (E11.5)**

For the analysis, genes with an FDR-corrected p-value < 0.05 and a log2(FC) > 1 were taken into account (1984 genes). Fold enrichment scores of all terms from Uniprot category “Tissue” with FDR corrected p-values < 0.001 are shown in the graph. **A)** Analysis of upregulated genes (UP). **B)** Analysis of downregulated genes (DOWN). Analysis was performed using the DAVID Bioinformatics Rescources.

**Supplementary Figure 4: Gene set enrichment analysis of the GO category “Biological Process” of the up- and downregulated genes in Wwc2 KO embryos (E11.5)**

For the analysis, the genes with an FDR corrected p-value < 0.05 and a log2(FC) > 1 were taken into account (1984 genes). Fold enrichment of all terms from GO category “Biological Process” with FDR-corrected p-values <0.001 are shown in the bar graph. **A)** Analysis of upregulated genes (UP). Terms can be divided into five groups: angiogenesis (marked in red), transcription and translation (marked in green), metabolism (marked in blue), placenta development (marked in black) and cell adhesion (marked in yellow). **B)** Analysis of downregulated genes (DOWN). Analyses were performed using the DAVID Bioinformatics Rescources.

How the deposited data were processed for this re-analysis (not part of the article)

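RNA of whole embryos at embryonic day 11.5 was sequenced by the authors from 3 wildtype, 3 heterozygous and 4 homozygous *Wwc2* KO embryos. According to the notes on the samples, the authors selected poly(A) RNA. The authors prepared directional libraries, trimmed the reads with Trimmomatic (0.33 in the notes), aligned them to the mouse genome mm10 with HISAT2, sorted them with SAMtools, counted them per gene with HTSeq and tested the counts with DESeq2. The paper's text does not name the gene annotation, the strand setting or the treatment of reads that map to several places. The paper describes FPKM values, while the values used here are the results that the authors deposited of their DESeq2 comparisons of KO with wildtype and of heterozygous with wildtype embryos. The signal in these tables, as deposited, is the mean over the 10 embryos of counts that the authors divided by size factors, called the mean normalized count here. The log2 fold changes and their standard errors were computed by the authors with DESeq2, and those of KO versus wildtype embryos are deposited with a decimal comma. The score of each gene, as deposited, is the Wald statistic, the authors' fold change divided by its standard error. The p-value of each gene was computed by the authors from that statistic with the normal distribution, and the adjusted p-value with the Benjamini-Hochberg method, in KO versus wildtype embryos over the 17477 genes that remained after a filter on low means and in heterozygous versus wildtype embryos over all 20653 genes with a p-value. These relations between the columns were checked on the values. Counts per embryo were not used here, so the depth per embryo is unknown and no values per embryo, no intervals from counts and no fits that leave out single embryos are given.

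The design written at the start named a test on counts per embryo. With the tables of comparisons, the authors' values are given as theirs, and own values were derived from them. The mean normalized count was equal in both tables for all 24302 genes, so that both tables come from one fit over the 10 embryos. From this mean, the 3 group sizes and both log2 fold changes, the mean of each genotype was computed. The dispersion of each gene was computed from the standard error of KO versus wildtype embryos, and 7 tested genes whose value fell under 0 were set to 0. With these means and dispersions, the standard error of heterozygous versus wildtype embryos was predicted, and the ratio of predicted to deposited values had a median of 1.004 (from 1.0001 to 1.028 from percentile 1 to percentile 99) over 15908 genes with a mean of at least 10. The comparison of KO with heterozygous embryos was then derived, with a normal test and Benjamini-Hochberg adjustment over 17477 genes. This derived comparison was added after seeing the data, since the design foresaw it for counts only. It was tested on simulated data for 15908 genes with 200 genes changed by 3 log2 units, of which 96% of the raised and 95% of the lowered ones were called, and 7 unchanged genes were called. The simulation took the dispersions as known. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper.

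Lists of genes for pathways, tissues and cell types were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the authors' statistic, with a preset inter-gene correlation of 0.01, 2-sided, with Benjamini-Hochberg adjustment over 49 lists. Adult-type globins were listed at 0 and mitochondrially encoded genes were not in the tables, so neither list was tested. On simulated data, 0 of 100 lists of unchanged genes and 20 of 20 lists of raised genes were called. The named genes were every gene the paper names for the transcriptome, for each direction in KO versus wildtype embryos the 10 genes with the largest log2 fold change among those that passed with at least 2 CPM (from normalized counts) and the 5 genes with the smallest p-values, the 5 genes with the smallest p-values in heterozygous versus wildtype embryos, and of each list up to 4 members that passed with the smallest p-values and up to 2 that did not with the highest means. The part of this rule that asked for every KO embryo to lie beyond every wildtype embryo could not be applied. The values in the paper's tables and figures had been seen when the rule was written. *Gapdh*, *Prf1*, *Gzmb*, *Elf5*, *Esrrb*, *Prl8a1*, *Htra1* and *Procr* and the remaining YAP/TAZ target genes were chosen after their values were seen. Some genes that this rule names are not reported here.

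Alternatives covered the filter on low means, the fold change threshold, the test against 1 log2 unit with limma's treat formula, scaling by total counts, the control group, the distribution of the statistic, the inter-gene correlation, the rank version of cameraPR and the left-out placental genes. The length trend used genes with a mean normalized count of at least 50. Gene coordinates and transcript lengths are from GENCODE release M21 of GRCm38. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and matplotlib 3.10.9 for the figures.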

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

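Of the tests in this part, those on transcript length and on the genes of other embryo tissues were chosen after the result was seen. So were scaling by total counts, the correlations of 0.05 and 0.1 and the derived comparison with heterozygous embryos. The following groups are outside those the paper discusses for the sequenced embryos, and each had more signal in KO than in wildtype embryos. Of maternal cells, 5 of 14 decidua markers and 7 of 10 uterine natural killer cell markers were higher and 0 lower in the authors' deposited table. Of extraembryonic endoderm, 7 of 17 yolk sac visceral endoderm markers were higher and 0 lower, and 9 of 15 parietal endoderm markers were higher and 1 lower, in the authors' deposited table. Of cardiac muscle genes, 5 of 15 were higher and 0 lower in the authors' deposited table. Of stress and growth response genes, 11 of 15 immediate early genes and 11 of 14 heat shock genes were higher and 0 lower, 12 of 18 p53 target genes were higher and 1 lower, and 13 of 16 integrated stress response genes were higher and 1 lower, in the authors' deposited table. Replication-dependent histone genes had 27 of 56 higher, genes that fall with gestational age 5 of 10 and housekeeping genes 5 of 12, with 0 lower, in the authors' deposited table. The housekeeping list did not pass limma's cameraPR after scaling by total counts (adjusted p = 0.0741) or at a preset correlation of 0.1 (0.0936). The decidua list did not pass cameraPR at preset correlations of 0.05 and 0.1 (adjusted p = 0.0548 and 0.109).

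Placental gene families were higher in KO than in wildtype embryos, with medians between 4.31 and 6.62 on the log2 scale. For maternal tissue in the KO samples, the median log2 fold change of 24 markers of decidua and uterine natural killer cells was 1.96, of which 2 are also in placental lists and 19 had a derived mean normalized count of at least 10 in wildtype embryos. The natural killer cell markers had a median of 5.50 and the decidua markers one of 0.84, while the abundant decidual genes *Prl8a2* and *Erv3* had -0.06 and 0.13 with standard errors of 1.98 and 1.89 in the authors' deposited table, and the part of this test that needs values per embryo could not be run. For trophoblast tissue carried over with some KO embryos, the standard errors of 38 called family genes imply a spread between embryos within a genotype. This spread was 1.74 (SD, log2), against 0.333 for all tested genes, which were not matched on expression. It rests on a single dispersion per gene over all 3 genotypes, so it is not specific to KO embryos. An SD of this size gives a mean range of 12.0-fold among 4 embryos, but which embryos differ is not known. Of the 10 tested natural killer cell markers, which are of maternal cells, 7 were higher and 0 lower in KO embryos. For these markers, this argues against expression by the KO embryos as the whole source, although no rise was seen for *Prl8a2* and *Erv3*. For the placental families, maternal tissue, carried-over trophoblast and expression by the KO embryos themselves cannot be told apart, since values per embryo were not used. A change of cell fate through the genotype was not tested.

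Neural, lens and liver genes were lower in KO than in wildtype embryos, but the liver list did not pass against heterozygous embryos (adjusted p = 0.406), after scaling by total counts (0.545) or at correlations of 0.05 and 0.1 (0.104 and 0.195), and 0 of 14 lens genes were lower against heterozygous embryos, where the lens list passed (0.00370). A trend of the fold change with transcript length, as partly degraded RNA could give, was excluded as the whole cause, since the median of these genes was -1.02 before and -0.96 after subtracting the trend (98 of 99 genes with a length; adjusted p = 1.07e-15 from cameraPR). A lower share of embryo RNA beside extraembryonic RNA would lower the tissues of the embryo alike and was excluded as the whole cause for 63 neuron, synapse and ion channel genes, since the tissues moved apart: their median of -0.97 differed by -0.65 from that of 92 genes of 6 other embryo tissues (permutation test, p = 1e-05, the smallest that 100000 permutations can give), and cardiac muscle genes had a median of 0.77 (quartiles 0.53 and 1.36), tailbud genes 0.15, neural progenitor genes -0.39, sensory neuron and neural crest genes -0.66, cartilage genes -0.75 and skeletal muscle genes -1.03. The permutation took the genes as independent, although genes of a tissue may vary together in the same embryos, so its p may be too small. It was also run after these neural lists were seen to be low, so the exclusion rests on the medians of the tissues. Since skeletal muscle genes lay as low as the neural genes, a share of the fall stays open as a lower share of embryo RNA, as does a change in the heart, and for lens and liver genes this was not tested. A younger stage of the KO embryos stays open. The paper describes retarded growth and a less developed state of KO embryos up to embryonic day 11.5. Of 15 tailbud genes, 5 were higher and 0 lower than in wildtype embryos, with a median log2 fold change of 0.15. After scaling by total counts the median was -0.10, and the list passed as higher (adjusted p = 0.0326 from cameraPR, against 0.125 before). Of 10 genes that fall with gestational age, 5 were higher and 0 lower, with a median of 0.66 (adjusted p = 0.00186 from cameraPR). An effect of the genotype on neural genes themselves was not tested.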

How the results depend on the processing

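The alternatives with total counts over all genes, derived means, the t distribution and left-out genes were chosen after seeing the data. So were larger correlations, the rank test, the comparison of named genes with heterozygous embryos and the derivation of the KO versus heterozygous comparison. The design foresaw a comparison of KO with heterozygous embryos for counts only. The numbers of called genes stayed within 1.5 times of 1984 in KO versus wildtype and of 2141 in KO versus heterozygous embryos with no filter (1896 and 2052), with derived means of at least 10 in a group (2004 and 2168), with both ways of scaling by totals (2399 and 2390; 2521 and 2499), without placental, decidua and natural killer cell genes (1934 and 2089) and, for KO embryos only, against both other genotypes pooled (2560). Total scaling moved the share of higher calls in KO versus wildtype embryos from 68.6% to 40.1% (40.3% without globins and placental families), and moved the median of all genes from 0.02 to -0.22 on the log2 scale. Testing against 1 log2 unit left 121 and 82 genes and 0 in heterozygous versus wildtype embryos, where 1 was called and 75 had an unadjusted p under 0.05, and having no fold change threshold gave 4508, 4718 and 2. Both follow from the threshold. With a t distribution of 7 degrees of freedom for the same statistics, 0 genes were called in any comparison, and 0 of the 228 called named genes. At an unadjusted p under 0.05, 5078 genes passed in KO versus wildtype, 5242 in KO versus heterozygous and 20 in heterozygous versus wildtype embryos. This distribution has wider tails than the normal one and may be too strict, since DESeq2 shares information on the spread between genes. Of the named genes, 245 were called with total scaling, 222 with no filter and 218 against heterozygous embryos, where *Magix* had a log2 fold change of -0.0729 and not 2.00 (the cause was not tested). The called lists numbered 39, with 36 and 33 at correlations of 0.05 and 0.1, 39 with the rank test, 38 against heterozygous embryos and 37 with total scaling (each without 3 of the 39), and 34 without the placental families, whose 5 lists leave; erythroid markers changed sign against heterozygous embryos (adjusted p = 0.685, with 0.0213 against wildtype embryos; the cause was not tested). No paired analysis was possible because values per embryo were not used. Leaving out single embryos, TMM, RLE and upper quartile normalization, other count models, an estimated correlation, fry, FPKM alternatives and other splits of the embryos were not run for the same reason. Depth per embryo is unknown, so genes with low means limit what can be seen.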

Differences from the paper's values

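All values that the paper states for the sequenced embryos and that were computed here matched: the 20653 genes, the 1984 called genes with 1362 higher and 622 lower, and the 60 fold changes of Supplementary Tables 5 and 6, each within 0.001 of the authors' deposited table. The paper reports that it detected no significant differences between the transcriptomes of wildtype and heterozygous embryos, and gives no thresholds for this comparison. In the authors' deposited table, 2 genes had an adjusted p under 0.05 in heterozygous versus wildtype embryos, *Tmem181c-ps* (log2 fold change 3.14) and *Tmem181a* (-0.68), and 1 of them also passed the fold change threshold of the paper. Tested against 1 log2 unit, 0 genes passed. In Fig. 5C, *Birc5* is lower in KO than in control embryos by qRT-PCR relative to *Gapdh* (3 control and 3 KO embryos). In the authors' deposited table the log2 fold change of *Birc5* was 0.21 (adjusted p = 0.102), which is -1.49 relative to *Gapdh*, the reference gene of the paper. The other 7 genes of Fig. 5C and 5D were higher in the authors' deposited table, as the paper states for them. Relative to *Gapdh*, 6 of them lay between 0.74 and 2.10 while *Pecam1* lay at -0.08 (untested differences). All values relative to *Gapdh* rest on its log2 fold change of 1.70 in the authors' deposited table (standard error 0.67, mean normalized count 345). *Gapdh* has many pseudogenes of similar sequence that may take part of its reads, so these values may not match the scale of the qRT-PCR.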

Other observations

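Of the tests in this part, the count of decidual genes in heterozygous embryos and the length trend were chosen after the result was seen. So were scaling by total counts and the derived comparison with heterozygous embryos. Stress and growth response genes were higher in KO than in wildtype embryos. Of the immediate early genes, 11 of 15 also passed when adjusted over the list alone, with a median log2 fold change of 1.31 (adjusted p = 2.99e-08 from cameraPR), and *Fosb* and *Ier3* had 4.35 and 3.75 in the authors' deposited table. The medians were 1.47 for the integrated stress response (adjusted p = 1.28e-06), 0.94 for p53 target genes (2.01e-05), 1.72 for histone genes (7.13e-09) and 0.66 for genes that fall with gestational age (0.00186). Most histone transcripts of this class lack poly(A) tails, and these libraries were made from poly(A) RNA. Of 16 macrophage and microglia markers, 1 was higher and 3 lower in the authors' deposited table (adjusted p = 0.0708 from cameraPR), of 11 neutrophil markers 1 and 3 (0.0543) and of 6 embryonic globins 1 and 1 (0.689). Of the X inactivation and Y-linked genes, 2 were tested and 0 passed, *Xist* and *Eif2s3y*, with standard errors of 1.86 and 3.28 in the authors' deposited table (adjusted p = 0.992 of the list from cameraPR).

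*Amot*, which anchors YAP outside the nucleus, had a log2 fold change of -0.53 in the authors' deposited table (standard error 0.16, adjusted p = 0.0110), *Amotl1* one of -0.08 and *Amotl2* one of 1.10. Of the 8 genes with qRT-PCR values in Fig. 5C and 5D, 7 were higher in the authors' deposited table (8 when adjusted over the list alone, and 8 in the derived comparison with heterozygous embryos), and *Birc5* had 0.21 (adjusted p = 0.102). *Gapdh*, to which the paper's qRT-PCR values are related, had 1.70 in the authors' deposited table (standard error 0.67, adjusted p = 0.0446), with a mean normalized count of 345, and it has many pseudogenes of similar sequence. Of 12 housekeeping genes, 5 were higher and 0 lower in the authors' deposited table, with a median of 0.35 and 0.10 after total scaling.

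The log2 fold change in KO versus wildtype embryos fell with transcript length, from a median of 0.23 in the shortest to -0.15 in the longest of 20 length bins, with -0.0040 and -0.01 in heterozygous versus wildtype embryos. After subtracting this trend, the medians were 0.94 for ribosomal proteins and 1.49 for histone genes.

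Some decidual transcripts had lower values in heterozygous than in wildtype embryos, with derived mean normalized counts of 12165 in wildtype, 535 in heterozygous and 11709 in KO embryos for *Prl8a2* and of 5927, 206 and 6468 for *Erv3*. A hypothesis is that decidual tissue carried over with some wildtype and KO embryos may account for this. Of 30 genes with a mean of at least 30 and a log2 fold change under -1.5 in heterozygous versus wildtype embryos, 4 were decidua or placental family genes. The genes that prompted the hypothesis are among these 4, so this count is no test of it, and the carry-over stays open. In heterozygous versus wildtype embryos, *Prl8a2* and *Erv3* had an adjusted p of 1.00 in the authors' deposited table, and in the derived comparison of KO with heterozygous embryos 0.0745 and 0.0372.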
